# JMJD1B Demethylates H4R3me2s and H3K9me2 to Facilitate Gene Expression for Development of Hematopoietic Stem and Progenitor Cells

**DOI:** 10.1016/j.celrep.2018.03.051

**Published:** 2018-04-10

**Authors:** Sihui Li, Shafat Ali, Xiaotao Duan, Songbai Liu, Juan Du, Changwei Liu, Huifang Dai, Mian Zhou, Lina Zhou, Lu Yang, Peiguo Chu, Ling Li, Ravi Bhatia, Dustin E. Schones, Xiwei Wu, Hong Xu, Yuejin Hua, Zhigang Guo, Yanzhong Yang, Li Zheng, Binghui Shen

## Abstract

The arginine methylation status of histones dynamically changes during many cellular processes, including hematopoietic stem/progenitor cell (HSPC) development. The arginine methyltransferases and the readers that transduce the histone codes have been defined. However, whether arginine demethylation actively occurs in cells and what enzyme demethylates the methylarginine residues during various cellular processes are unknown. We report that JMJD1B, previously identified as a lysine demethylase for H3K9me2, mediates arginine demethylation of H4R3me2s and its intermediate, H4R3me1. We show that demethylation of H4R3me2s and H3K9me2s in promoter regions is correlated with active gene expression. Furthermore, knockout of JMJD1B blocks demethylation of H4R3me2s and/or H3K9me2 at distinct clusters of genes and impairs the activation of genes important for HSPC differentiation and development. Consequently, JMJD1B^−/−^ mice show defects in hematopoiesis. Altogether, our study demonstrates that demethylase-mediated active arginine demethylation process exists in eukaryotes and that JMJD1B demethylates both H4R3me2s and H3K9me2 for epigenetic programming during hematopoiesis.

## INTRODUCTION

The arginine methylation status of core histones dynamically changes during many essential cellular processes, particularly during embryonic and hematopoietic stem cell (HSC) development (Bedford and Clarke, 2009; Blanc and Richard, 2017; Chen et al., 2011; Yang and Bedford, 2013). There are nine arginine methyltransferase (PRMT) genes encoded in the human genome, and their protein products catalyze the methylation reaction in three different forms: ω-NG-monomethylarginine (MMA, me1), ω-NG, NG-asymmetric dimethylarginine (ADMA, me2a), and ω-NG, N′G-symmetric dimethylarginine (SDMA, me2s) (Fuhrmann et al., 2015; Yang and Bedford, 2013). These modifications often serve as docking sites for Tudor domain-containing effector molecules, which transduce post-translational modification signals to produce biological outcomes (Chen et al., 2011). Accumulating evidence suggests that arginine methylation is dynamically regulated in cells during transcription (Le Romancer et al., 2008; Sims et al., 2011), replication (Guo et al., 2010), DNA damage response (Jansson et al., 2008), and cell cycle progression (Guo et al., 2010; Yu et al., 2009). Accordant with this, dysregulation of histone arginine methylation has been linked to many human diseases, including neurological disorders, autoimmunity, and cancer (Yang and Bedford, 2013).

Although arginine methyltransferases have been identified and their function in cells has been well documented (Fuhrmann et al., 2015; Yang and Bedford, 2013), arginine demethylases have not yet been identified. JMJD6 (JmjC domain containing 6) was previously reported as a putative arginine demethylase for ADMA and SDMA histone substrates (Chang et al., 2007). However, additional structural and functional studies showed that lysine, rather than arginine, is the substrate of JMJD6 (Mantri et al., 2010; Webby et al., 2009). More recently, a study showed that certain lysine demethylases possess arginine demethylase activity on methylated histone peptide model substrates (Walport et al., 2016). However, an arginine demethylase with a biological role has not been discovered *in vivo* (Blanc and Richard, 2017; Greer and Shi, 2012; Yang and Bedford, 2013). Identification of the histone arginine demethylase will not only fill a fundamental gap in our understanding of the field of epigenetics but also provide additional targets for therapeutic regimens.

Here, we report that JMJD1B possesses arginine demethylase activity on H4R3me2s. We establish that the demethylation of H4R3me2s in promoter and gene body regions is inversely correlated with gene expression in hematopoietic stem/progenitor cells (HSPCs). Furthermore, we observed that knockout of JMJD1B causes defects in demethylation of H4R3me2s, leading to downregulation of genes important for hematopoietic cell differentiation and development. Consequently, JMJD1B^−/−^ mice display defective hematopoiesis, showing moderate anemia and remarkable leukocytosis phenotypes. Altogether, our study demonstrates that arginine demethylases exist in cellular systems and that JMJD1B demethylates H4R3me2s for proper epigenetic programming during development.

## RESULTS

### JMJD1B Protein Possesses Both Lysine and Arginine Demethylase Activities

JMJD1B, which is a typical JmjC domain-containing protein, was previously characterized as one of the lysine demethylases targeting H3K9 dimethylation (Kim et al., 2012; Mikhaleva et al., 2011). We recently found that flap endonuclease 1 (FEN1), which undergoes SDMA at the R192 residue in S phase or in response to DNA damage (Guo et al., 2010), is in complex with JMJD1B. This prompted us to hypothesize that JMJD1B may be an arginine demethylase acting on both histone and non-histone proteins. To determine whether JMJD1B is a histone arginine demethylase, we expressed and purified FLAG-tagged full-length wild-type (WT) JMJD1B (isoform 1) or a catalytically inactive JMJD1B mutant (mut), which carries mutations in the conserved cofactor (Fe^2+^) binding site (H1560A/D1562A/H1689A) (purity > 90%; Figure S1A). We validated the JMJD1B lysine demethylase activity toward H3K9me2 (Figure 1A) and also evaluated arginine demethylase activity toward H3 and H4, which are known methylation targets (Huang et al., 2014). With the synthetic histone peptides and antibodies (Table S1) against a specific form and histone modification, whose specificity was verified (Figure S1B), we conducted dot-blot-based *in vitro* demethylation assays in the absence or presence of recombinant JMJD1B. JMJD1B had no activity toward the synthesized lysine-methylated and arginine-methylated histone peptides, including H3R2me1, H3R2me2a, H3R2me2s, H3R8me1, H3R8me2s, H3R17me2a, H3R26me2a, H4R3me2a, and H3K4me2. In contrast, JMJD1B exhibited demethylase activity specifically toward H3K9me2, H4R3me1, and H4R3me2s peptides (Figure 1A). We next performed *in vitro* demethylation assays using bulk histones purified from HEK293T cells as substrates and confirmed that JMJD1B preferentially demethylated H3K9me2, H4R3me1, and H4R3me2s (Figure 1B). Mutant JMJD1B showed no activity toward H3K9me2, H4R3me2s, or H4R3me1 (Figure 1C). For optimal activity, lysine demethylases require three cofactors: Fe^2+^, α-ketoglutarate, and ascorbate (Klose et al., 2006; Shi et al., 2004). These three cofactors were also required for the arginine demethylase activity (Figure 1D). Together, these data support a model in which JMJD1B demethylates both lysine (H3K9me2) and arginine (H4R3me2s and H4R3me1) residues.

To confirm the arginine demethylase activity of JMJD1B, we conducted *in vitro* demethylation using purified WT or mutant JMJD1B, and used Fourier-transform ion cyclotron resonance (FT-ICR) mass spectrometry to analyze the reaction products. Synthetic histone H4 tail peptide H4R3me1, H4R3me2s, and H4R3me2a were used as arginine demethylation substrates (Table S2). The known JMJD1B lysine demethylation substrate, H3K9me2, was used as a positive control (Figures S2A–S2C). In the absence of JMJD1B, we observed peaks in the H4R3me2s substrate at 1,443 and 1,465 mass-to-charge ratio (m/z), which correspond to the H4R3me2s peptide molecular ion plus a proton ([M+H]^+^) and the molecular ion plus Na^+^ ([M+Na]^+^), respectively (Figure 2A). After incubating JMJD1B with the H4R3me2s peptide substrate for 2 hr, the intensity of these two peaks was reduced, and two new peaks appeared, which were shifted 14 Da from the 1,443 ([M+H]^+^) peak and the 1,465 ([M+Na]^+^) peak, corresponding to the molecular ions of H4R3me1 (Figure 2B). As we increased the incubation time to 4 hr, we observed an additional peak with a shift of 28 Da from the original [M+H]^+^ or [M+Na]^+^ peak, which corresponds to the molecular ion of the non-modified H4 tail peptide (Figure 2C). In contrast, incubating mutant JMJD1B with the H4R3me2s substrate did not resulted in any peak shift (Figure 2D). Similarly, in the absence of JMJD1B, we observed [M+H]^+^ and [M+Na]^+^ peaks in the H4R3me1 substrate (Figure 2E). Addition of WT JMJD1B but not mutant JMJD1B resulted in peaks that were shifted 14 Da from the original [M+H]^+^ and [M+Na]^+^ peaks (Figures 2F and 2G), corresponding to the molecular ion of the non-modified H4 tail peptide. The mass spectrometry revealed no arginine demethylation products when WT or mutant JMJD1B was incubated with the H4R3me2a substrate (Figures S2D–S2F). Altogether, these biochemical data indicate that JMJD1B specifically demethylates H4R3me2s but not H4R3me2a.

### The Rate of JMJD1B Arginine Demethylase Activity Is Similar to That of Its Lysine Demethylase Activity *In Vitro*

We determined the kinetics of JMJD1B-mediated arginine demethylation of H4R3me2s. We first evaluated the intermediates of the JMJD1B-mediated arginine demethylation reaction and found that the amount of H4R3me2s decreased with time (Figure 3A). In contrast, the H4R3me1 level first increased, and after reaching its maximum at 20 min, it started to decrease. This is consistent with a model in which H4R3me2s is the substrate of JMJD1B, and H4R3me1 is an intermediate in the JMJD1B-mediated demethylation of H4R3me2s. The rate of release of the methyl group from H4R3me2s was further measured by the release of formaldehyde, which showed that the JMJD1B-catalyzed H4R3me2s demethylation rate was slightly lower than the demethylation rate for H3K9me2 (Figure 3B). The preliminary kinetic parameters suggested that although purified recombinant JMJD1B has a similar turnover rate on the H3K9me2 and H4R3me2s peptide substrates (i.e., *k*_cat_ = 15.19 and 12.48), it had higher affinity for the H3K9me2 peptide substrate than the H4R3me2s peptide substrate (i.e., *K*_m_ = 4.99 μM versus 9.82 μM; Figure 3C).

### Cellular Level of JMJD1B Corresponds to H4R3me2s and H3K9me2 Methylation Status

To determine if JMJD1B mediates arginine demethylation of H4R3me2s and H4R3me1 in cells, we overexpressed WT or mutant JMJD1B in HEK293T cells and measured H4R3me2s and H4R3me1 levels. As anticipated, overexpression of WT, but not mutant, JMJD1B significantly reduced the H3K9me2, H4R3me2s, and H4R3me1 levels, compared with parental control cells (Figure 3D). However, overexpression of JMJD1B did not affect the H4R3me2a level (Figure 3D). Conversely, knockdown of JMJD1B (Figure S1C) resulted in H3K9me2 and H4R3me2s accumulation in the cells (Figure 3E). The H4R3me1 level was reduced in JMJD1B-knockdown cells (Figure 3E), consistent with a model in which H4R3me1 is an intermediate of JMJD1B-mediated H4R3me2s demethylation. To demonstrate that JMJD1B does not affect H4R3me2s via regulation of PRMT5, we assessed the level of PRMT5 in JMJD1B-overexpressing or JMJD1B-knockdown cells; we noted little change compared with control cells (Figures 3D and 3E). To determine whether other H3K9me2 demethylases could also catalyze arginine demethylation, we overexpressed PHF2 and PHF8, which have been reported to show H3K9me2 demethylase activity (Lee et al., 2014; Qi et al., 2010). Overexpression of PHF2 or PHF8 reduced the level of H3K9me2, as expected, but did not change the level of H4R3me2s, H4R3me1, or H4R3me2a (Figure 3F). This is consistent with the possibility that JMJD1B is a unique H4R3me2s and H4R3me1 demethylase.

### Highly Expressed JMJD1B Maintains the Demethylation Status of H3K9me2 and H4R3me2s in HSPCs

Human JMJD1B is highly expressed in hematopoietic cells, retinal tissue, and pineal glands (http://biogps.org), suggesting that it plays a role in development and/or maintenance of proper cellular functions in these cells. Similar to human hematopoietic cells, mouse HSPCs also expressed elevated JMJD1B (Figure 4A) compared with other cell types. In contrast, JMJD1B expression reduced significantly in mature bone marrow cells (BMCs) such as bone marrow neutrophils (Figure 4A). Consistently, HSPCs had relatively low levels of H4R3me2s and H3K9me2 compared with BMCs (Figure 4B).

We then determined if high JMJD1B expression is associated with low H4R3me2s and H3K9me2 density in HSPCs. We performed MACS2 analysis of native chromatin immunoprecipitation-DNA sequencing (ChIP-seq) on H3K9me2 and H4R3me2s and identified 9,822 and 622 H3K9me2 and H4R3me2s peaks (p < 0.0001) in BMCs (Figure 4C). In contrast, H3K9me2 and H4R3me2s had only 1 and 28 significantly enriched peaks in HSPCs, respectively (Figure 4C). Real-time PCR on representative genomic loci confirmed that in many genomic loci, H4R3me2s and H3K9me2 occupancy in HSPCs was much lower than in BMCs (Figure 4D). These findings suggest that during hematopoiesis, H3K9me2s and H4R3me2s histone markers are not established at most loci in HSPCs. This is consistent with previous findings that the H3K9me2 marker is not established in human HSCs (Chen et al., 2012; Schones et al., 2014). In addition, both PRMT5 and G9a (EHMT2), the methyltransferases for H4R3me2s and H3K9me2 respectively were actively expressed (log_2_RPKM [reads per kilobase of transcript per million mapped reads] > 4). Thus, the non-establishment status of H4R3me2s and H3K9me2 in HSPCs is likely due to the activity of demethylases, rather than low levels of methyltransferases.

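The expression of Prmt5 and of Ehmt2, the gene of G9a, in WT HSPCs was read from the deposited RNA-seq table of RPKM values. Prmt5 had 24.4 ± 1.4002 RPKM (SD, n = 2 libraries) and Ehmt2 had 27.8 ± 1.97 RPKM (SD, n = 2 libraries). The log2 of the mean RPKM was 4.61 for Prmt5 and 4.80 for Ehmt2. In single WT libraries, log2 RPKM was 4.55 and 4.66 for Prmt5 and 4.87 and 4.73 for Ehmt2. Among the genes listed in the table, 77.0% had a lower mean RPKM in the WT libraries than Prmt5, and 80.8% had a lower one than Ehmt2. These shares cover listed genes alone, because the table holds genes with an RPKM of at least 1 in at least 1 library.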

Even though the currently available software was not able to call peaks from the ChIP-seq data in HSPCs, there are significant differences in the H3K9me2 and H4R3me2s occupancy densities across the genome. To determine the impact of H3K9me2 and H4R3me2s density on gene expression in HSPCs, we conducted RNA sequencing (RNA-seq) and analyzed the relationship between the density of these two histone markers and the levels of gene expression. 

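RNA of HSPCs, which the sample labels name polyA RNA, was sequenced in 2 libraries from WT mice and 2 libraries from JMJD1B-/- mice. Transcripts without a poly(A) tail are present too, such as Rmrp at 7361 to 13679 RPKM, so such RNA was not fully removed. The authors deposited 1 table of RPKM values with a column for each library and added 1 to every value, which was removed here. The added 1 was read from the values themselves. The lowest value is exactly 1, and in genes with few reads the values of different libraries form ratios of whole numbers only after 1 is removed. The paper's text names no aligner, gene annotation or genome build for these values. The table lists 11982 gene names. For 42 names with more than 1 entry, the entries were averaged.

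The table gives no read counts, so the depth was estimated from the whole-number ratios. Relative to WT replicate 1, the depth was 1.405 in WT replicate 2, 0.349 in JMJD1B-/- replicate 1 and 1.202 in JMJD1B-/- replicate 2. The lengths of 49 genes put the depth at 17500000 and 24600000 reads in WT replicates 1 and 2, and at 6100000 and 21000000 reads in JMJD1B-/- replicates 1 and 2. At these depths, 3 reads on a transcript of 1 kb equal 0.171 and 0.122 RPKM in the WT libraries and 0.491 and 0.143 RPKM in the JMJD1B-/- libraries. Such floors cover counting error only, because the reads carry no molecular identifiers. In JMJD1B-/- replicate 1, 156 entries are listed at 0, against 43 to 53 entries in the other libraries.

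Genes with a mean RPKM of at least 0.5 over the 4 libraries were kept, which left 11863 genes. Their values were compared between the genotypes as log2(RPKM + 0.1) with limma, using a trend of the variance on the mean, two-sided tests and Benjamini-Hochberg adjustment. The pseudocount is the one the paper gives for Figures 4E and 4F, and fold changes on this scale understate the change of genes with few reads. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so no gene was tested in that way. Libraries of the same depths were simulated, with 1 dispersion of 0.05 and 1 transcript length for every gene. In them, limma called 97.5% of 200 genes changed by 4-fold and 8 of 11545 unchanged genes at an adjusted p under 0.05. Real genes differ in both, so the 97.5% is not the power in the real libraries. There, Mpo had a log2 fold change of −2.65 without overlap between the genotypes, and an adjusted p = 0.0640 in limma.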

We categorized genes across the genome into clusters on the basis of gene expression levels and compared them with the H4R3me2s and H3K9me2 occupancy density levels across the gene bodies (transcription start site [TSS] ± 5 kb). 

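The number of genes in each class of expression was counted from the mean RPKM of the WT libraries, with the classes of Figures 4E and 4F. Of the listed genes, 675 (5.63%) had a log2 RPKM under 0, 2362 (19.7%) had 0 to 2, 4685 (39.1%) had 2 to 4, 3571 (29.8%) had 4 to 6 and 689 (5.75%) had over 6. The lowest class is incomplete, because genes under 1 RPKM in all 4 libraries are not listed. The replicates placed 83.3% of the genes in the same class, and 13 genes lay more than 1 class apart. Counted in WT replicate 1 and WT replicate 2 alone, the class under 0 held 659 and 780 genes and the class over 6 held 660 and 725 genes.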

The aggregate plots showed an inverse correlation of H4R3me2s and H3K9me2 occupancy and gene expression levels: the reduction of H4R3me2s or H3K9me2 occupancy was associated with an increase in gene expression (Figures 4E and 4F). This suggests that maintaining the demethylation status of the suppressive markers H4R3me2s and H3K9me2 is important for induction of gene expression in HSPCs.

### JMJD1B Demethylates H4R3me2s and H3K9me2 to Regulate Genes Important for HSPC Survival, Proliferation, and Differentiation

A key question is whether JMJD1B plays an active role in maintaining H4R3me2s and H3K9me2 markers at low levels for gene expression in HSPCs. To this aim, we established JMJD1B knockout (JMJD1B^−/−^; JKO) mice (Figure S3), using validated JMJD1B^−/−^ embryonic stem cells (129P2 genetic background) from the European Mouse Mutant Cell Repository (EuMMCR). We performed H4R3me2s and H3K9me2 ChIP-seq experiments using HSPCs that were purified from the bone marrow of age-matched WT and JMJD1B^−/−^ littermates. We then analyzed the H4R3me2s and H3K9me2 ChIP signals at the promoter region (TSS −1 kb upstream of TSS), and normalized them to corresponding H4 ChIP signals at the same region across the genome in the WT and JMJD1B^−/−^ HSPCs. On the basis of the status of H3K9me2 or H4Rme2s signals relative to H4 in WT HSPCs, we divided the genes across the genome into four groups: the 2-fold or more depletion group (log_2_ fold change [FC] [H3K9me2 or H4R3me2s over H4] ≤ −1), the 1- to 2-fold depletion group (−1 < log_2_FC [H3K9me2 or H4R3me2s over H4] ≤ 0), the 1- to 2-fold enrichment group (0 < log_2_FC [H3K9me2 or H4R3me2s over H4] ≤ 1), and the 2-fold or more enrichment group (0 < log_2_FC [H3K9me2 or H4R3me2s over H4]). We found that JMJD1B knockout led to a significant increase (FC of JMJD1B^−/−^ over WT ≥ 1.5, p < 0.05) in the mean density of H4R3me2s and H3K9me2 in the genes of the 2-fold or more depletion group (Figure 5A). qPCR analysis confirmed that JMJD1B knockout significantly increased the H4R3me2s signals at H4R3m2s-depleted genes (Figure 5B) but not in the non-depleted genes (Figure 5C).

Figure 5D shows a representative gene, NOTCH1, with depletion (in green) of H3K9me2 and H4R3me2 at the promoter region in WT HSPCs; in contrast, JMJD1B knockout resulted in significant gain (in red) of H4R3me2s and H3K9me2 signals. Similar to the NOTCH1 gene, 2,421 and 3,001 genes, respectively, had significant H3K9me2 or H4R3me2s occupancy density increases, which we defined as JMJD1B knockout ChIP reads ≥ 15 and the FC of JMJD1B^−/−^ over WT ≥ 1.5 at the promoter regions. The identified genes with gains in H4R3me2s and/or H3K9me2 ChIP signals could be categorized into three types on the basis of the methylation markers in JMJD1B^−/−^ versus WT HSPCs: (1) 967 genes showed a ≥1.5-fold increase in both H4R3me2s and H3K9me2 density, (2) 1,454 genes had a ≥1.5-fold increase in H3K9me2 but not H4R3me2s, and (3) 2,034 genes displayed a ≥1.5-fold increase in H4R3me2s but not H3K9me2. Therefore, these two genetic markers influence gene expression distinctively. 

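The expression of 8 genes of protein arginine methyltransferases (Prmt1, Prmt2, Prmt3, Carm1, Prmt5, Prmt6, Prmt7 and Prmt9, which the table lists as Prmt10) and of Ehmt2 was compared between WT and JMJD1B-/- HSPCs. Prmt8 was not analysed here. The log2 fold changes of the 9 genes lay between −0.48 for Prmt2 and 0.47 for Prmt5, with standard errors between 0.20 and 0.56. None had an adjusted p under 0.05 in limma, either over all genes tested or adjusted over the list alone. Of the 9 genes, 1 gene, Prmt5, had an unadjusted p under 0.05. Changes above the standard error also went uncalled, such as Carm1 at 0.43 and Prmt3 at −0.37, each with an error of 0.23. Changes of such a size are therefore not excluded. Prmt5 had 34.1 ± 5.75 RPKM (SD, n = 2) in JMJD1B-/- HSPCs, which is 139.9% of the WT mean, with an adjusted p = 0.491 over all genes and 0.445 over the list alone in limma. Both JMJD1B-/- libraries lay above both WT libraries for Prmt5, and its log2 fold change stayed between 0.30 and 0.65 with each library left out in turn. For Ehmt2, the JMJD1B-/- libraries lay on both sides of the WT libraries, at 21.7 and 31.0 RPKM, and the log2 fold change was −0.10 (adjusted p = 0.913 in limma). With a pseudocount of 0.01, with limma without the trend and with a gene-by-gene test, 0 of the 9 genes had an unadjusted p under 0.05.

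**Figure D1:**
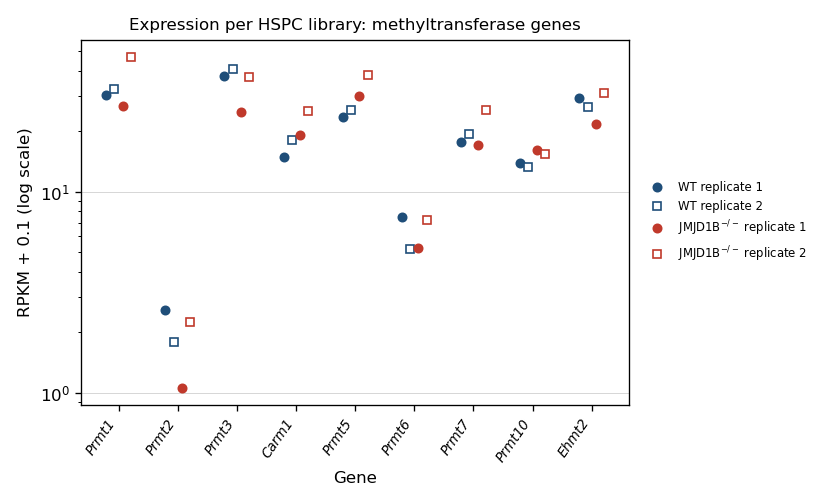
RPKM + 0.1 on a log axis for each of the 9 methyltransferase genes, with 1 point per library (WT in blue, JMJD1B-/- in red, filled for replicate 1 and open for replicate 2). For Prmt5, both JMJD1B-/- points lie above both WT points, and for Ehmt2 they lie at 21.7 and 31.0 RPKM, around the WT points.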

Of note, JMJD1B^−/−^ did not change the level of H3K9me2/H4R3me2s at PRMTs or G9a loci or methyltransferase gene expression levels (Figures S4A and S4B). Thus, the elevation of H4R3me2s or H3K9me2 level in the JMJD1B^−/−^ HSPCs is likely not due to change of protein methyl transferase activities.

We sought to define the genes, corresponding pathways, and cellular functions for hematopoiesis that are controlled by JMJD1B-mediated demethylation of H4R3me2s and H3K9me2 in HSPCs for hematopoiesis. 

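Kdm3b, the gene of JMJD1B, had 27.6 ± 4.73 RPKM (SD, n = 2) in WT HSPCs and 4.31 ± 0.447 RPKM (SD, n = 2) in JMJD1B-/- HSPCs, which is 15.6% of the WT mean. Its log2 fold change was −2.65 (standard error 0.24, adjusted p = 0.0314 in limma), and it stayed between −2.82 and −2.47 with each library left out in turn. Of the genes tested, 751 were lower and 452 were higher in JMJD1B-/- HSPCs at an unadjusted p under 0.05, so that 62.4% of the called genes were lower. After adjustment, 4 genes were lower and 1 gene was higher at a p under 0.05. The share of lower genes moved most with quantile normalization, where 714 genes were lower and 671 were higher (51.6% lower).

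Among genes with an unadjusted p under 0.05, a mean RPKM of at least 1 and no overlap between the genotypes, the largest falls were in Gpr128, Psma8, Vill, Cd200r3 and Gp49a. Gpr128 had 7.16 and 7.53 RPKM in the WT libraries, was listed at 0 in JMJD1B-/- replicate 1 and had 0.175 RPKM in JMJD1B-/- replicate 2. Psma8 and Vill were likewise listed at 0 in JMJD1B-/- replicate 1, and had 0.123 and 0.0810 RPKM in JMJD1B-/- replicate 2. Cd200r3 fell from 16.9 ± 0.195 to 1.07 ± 0.888 RPKM (SD, n = 2 each), a log2 fold change of −4.10 (adjusted p = 0.0714 in limma). Gp49a, a neighbour and paralog of Lilrb4 with which it could share reads, fell from 55.5 ± 7.00 to 4.37 ± 4.14 RPKM (SD, n = 2 each). The largest rises were in Hist1h2aa, Olfr60, 5830411N06Rik, Blk and Cd163l1. Hist1h2aa, whose transcripts could share reads with other histone genes, had 26.2 and 28.2 RPKM in the WT libraries and 940 and 626 RPKM in the JMJD1B-/- libraries, a log2 fold change of 4.81 (standard error 0.23, adjusted p = 0.000840 in limma). Olfr60 was listed at 0 in both WT libraries and had 3.67 and 1.07 RPKM in the JMJD1B-/- libraries. The rises of 5830411N06Rik, Blk and Cd163l1 were uneven between the replicates. Cd163l1 had 39.8 RPKM in JMJD1B-/- replicate 1 and 6.40 in replicate 2, and Blk had 24.6 and 3.71. Of these 10 genes, Hist1h2aa alone had an adjusted p under 0.05, and the adjusted p of the others lay between 0.0714 and 0.296. The other 3 genes past the adjusted threshold beside Hist1h2aa and Kdm3b were Prss34, Lilrb4 and Prtn3, which are named here after their values were seen.

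**Figure D2:**
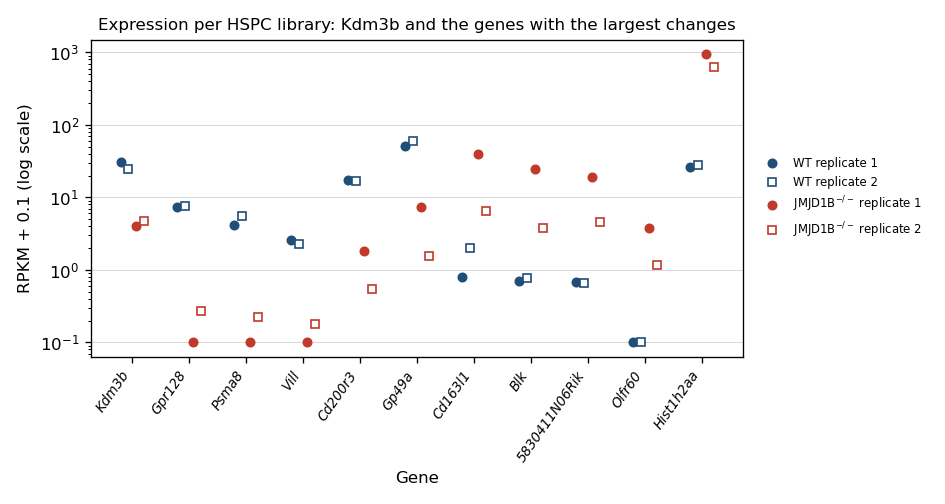
RPKM + 0.1 on a log axis for Kdm3b and the genes with the largest falls and rises among those with an unadjusted p under 0.05, a mean RPKM of at least 1 and no overlap between the genotypes, with 1 point per library (WT in blue, JMJD1B-/- in red, filled for replicate 1 and open for replicate 2). The JMJD1B-/- points of Kdm3b lie at 4.00 and 4.63 RPKM, below the WT points at 31.0 and 24.3 RPKM, and a point at the bottom of the axis is a value listed at 0.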

RNA-seq analysis revealed that 937 genes with statistically decreased expression (p < 0.05) and 444 genes with statistically increased expression (p < 0.05) in JMJD1B^−/−^ HSPCs, compared with the WT (Figures S4C–S4E). We characterized the intersection of genes with increases in H4R3me2s or H3K9me2 markers and the genes with altered expression (downregulation or upregulation) in JMJD1B^−/−^ HSPCs. A total of 140 and 99 genes, respectively, of relatively high H4R3me2s and H3K9me2 density were down-regulated genes (Figure S4D). Fifty-six and 40 genes, respectively, of relatively high H4R3me2s or H3K9me2 genes were upregulated genes in JMJD1B^−/−^ HSPCs (Figure S4E). Considering H4R3me2s and H3K9me2 are repressive markers, it is likely that H4R3me2s and H3K9me2 might inhibit the expression of inhibitory transcription regulators, leading to upregulation of the target genes of the transcription repressors. In addition, JMJD1B knockout might also affect the activity of non-histone proteins such as transcript factors, leading to relatively complex gene expression alterations.

Next, we determined what transcription factors are affected by JMJD1B-mediated demethylation of H4R3me2s or H3K9me2, leading to downregulation or upregulation of the genes in JMJD1B^−/−^ HSPCs. Ingenuity Pathway Analysis (IPA) causal analysis on these overlapped genes from the intersection of the RNA-seq and ChIP-seq datasets predicted that an increase in H4R3me2s occupancy due to JMJD1B knockout specifically affected the target genes of CTNNB1, ERG, SOX2, FOS, GATA3, and PML signaling pathways for hematopoiesis (Ito et al., 2012; Ku et al., 2012; Liebermann et al., 1998; Ng et al., 2011; Sarkar and Hochedlinger, 2013; Scheller et al., 2006) (Figure 5E), while the increase in H3K9me2 by JMJD1B knockout was predicted to affect expression of target genes of CDKN2a, STAT3, SMAD3, WT1, and FOXO1 for regulating proper hematopoietic processes (Chung et al., 2006; Cunningham et al., 2013; Larsson and Karlsson, 2005; Liu et al., 2009; Tothova et al., 2007) (Figure 5E). Both H4R3me2s and H3K9me2 affected NOTCH1 and SOX4, which are critical for hematopoiesis (Sarkar and Hochedlinger, 2013; Stier et al., 2002).

### JMJD1B and PRMT5 Work Cooperatively to Regulate the Dynamics of H4R3me2s and Hematopoietic Gene Expression

Given that JMJD1B is an arginine demethylase and PRMT5 is the only identified methyltransferase for SDMA on H4R3, it is plausible to hypothesize that they work in opposing fashion to regulate the dynamics of H4R3me2s and resultant gene expression. Thus, we expected that their knockout would have opposite effects on expression of at least certain genes. Supporting this hypothesis, expression of 125 genes increased (p < 0.05) in PRMT5^−/−^ HSPCs but decreased (p < 0.05) in JMJD1B^−/−^ HSPCs (Figure 6A). On the other hand, expression of 99 genes decreased (p < 0.05) in PRMT5^−/−^ HSPCs but increased (p < 0.05) in JMJD1B^−/−^ HSPCs (Figure 6A). Altogether, knockout of PRMT5 or JMJD1B altered gene expression of 224 genes in opposite direction, in contrast to 15 genes in the same direction. We conducted pathway analysis on the 1,631 genes with altered gene expression in PRMT5^−/−^ HSPCs and on 1,385 genes with altered gene expression in JMJD1B^−/−^ HSPCs. We found that JMJD1B^−/−^ HSPCs showed inhibition in 39 canonical pathways, 34 of which were activated in PRMT5^−/−^ HSPCs (Figure 6B). At the same time, JMJD1B knockout resulted in inhibition of only one canonical pathway (PPAR), while PRMT5 knockout led to its activation (Figure 6B). This finding clearly supports our assertion that JMJD1B and PRMT5 function in an opposite way in HSPCs. 

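Of the 20 genes in Figure 6C, 16 were in the table and 15 had a mean RPKM that passed the filter. Cyp1b1, Scrn1, Igdcc4 and Ptprm were not analysed here, and CXCL6 was read as the mouse gene Cxcl5. Among the 15 genes, Actn1, Cxcl5, Krt18, Mecom, Myo10, Notch1, Ptgs1 and Selp were lower in JMJD1B-/- HSPCs, with log2 fold changes from −1.81 for Cxcl5 to −0.92 for Actn1. Adam8, Agtr1a, Ccne1, Eif2b1, Enpp1, Pvt1 and Scd1 were higher, with log2 fold changes from 0.84 for Pvt1 to 1.39 for Enpp1. Enpp1 rose from 2.93 ± 0.239 to 7.83 ± 0.0181 RPKM (SD, n = 2 each), and Cxcl5 fell from 3.42 ± 0.400 to 0.903 ± 0.0205 RPKM (SD, n = 2 each). Each of the 15 genes had the sign of its bar. In 14 of them the libraries of the genotypes did not overlap, which chance gives for 33.3% of genes and which held for 42.9% of all genes tested. Over all genes tested, 0 of the 15 had an adjusted p under 0.05 in limma (lowest 0.204, highest 0.628), and 12 had an unadjusted p under 0.05, against 6 with the gene-by-gene test. Adjusted over the list alone, 11 had an adjusted p under 0.05 in limma, which is not independent evidence because the study chose these genes on these libraries. Adam8 was the gene whose libraries overlapped. It had 15.0 RPKM in JMJD1B-/- replicate 1 and 3.92 RPKM in replicate 2, and its log2 fold change was 0.95 with all libraries and −0.0045 without JMJD1B-/- replicate 1. Notch1 had 8.13 and 9.47 RPKM in the WT libraries and 6.78 and 1.84 RPKM in the JMJD1B-/- libraries, and its log2 fold change of −1.28 became −0.37 without JMJD1B-/- replicate 2. Col2a1 had 1.09 RPKM in WT replicate 2 and at most 0.0609 RPKM in the other libraries, and was not tested.

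**Figure D3:**
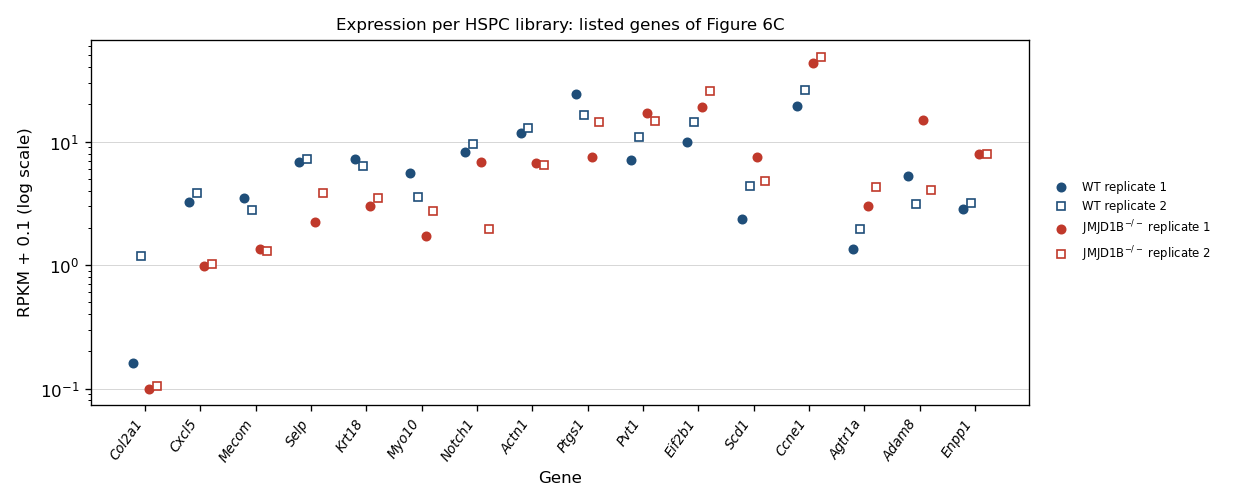
RPKM + 0.1 on a log axis for the 16 listed genes, ordered from the lowest to the highest ratio of the JMJD1B-/- mean to the WT mean, with 1 point per library (WT in blue, JMJD1B-/- in red, filled for replicate 1 and open for replicate 2). The JMJD1B-/- points of Enpp1 lie together at 7.84 and 7.81 RPKM, and those of Adam8 lie apart at 15.0 and 3.92 RPKM.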

Finally, we showed the predicted transcription factor signaling (p < 0.05) and gene expression levels of corresponding affected genes, whose H4R3me2s density was considerably increased in JMJD1B^−/−^ versus WT HSPCs (Figure 6C). The most outstanding deduced transcription factors included p53 and CTNNB1, which are closely relevant to HSPC development.

### JMJD1B Knockout Causes Defective Hematopoiesis

To test if defects in these pathways cause defective hematopoietic phenotypes in JMJD1B^−/−^ mice, we first conducted a complete blood cell count (CBC) analysis of peripheral blood. JMJD1B^−/−^ mice (~50%) developed anemia and showed a statistically significant decrease (p = 0.015) in total red blood cells compared with WT littermates (Figure 7A). The hemoglobin of JMJD1B^−/−^ mice was 12.3 ± 0.2 g/dL, compared with 13.2 ± 0.2 g/dL in WT mice (p = 0.013). On the other hand, JMJD1B^−/−^ mice (~80%) showed a 2.7-fold increase in white blood cells in CBC analysis (p < 0.0001; Figure 7B). The cell numbers of neutrophils and lymphocytes were 4.00 ± 0.47 and 7.80 ± 0.84 k/μL, respectively, in JMJD1B^−/−^ mice, compared with 0.92 ± 0.15 and 3.44 ± 0.58 k/μL in WT mice (p < 0.001 for both cases). JMJD1B^−/−^ mice also displayed a distinct blood cell lineage distribution, with an increase of neutrophils, from the WT (Figure S5A). These results were further confirmed by flow cytometry analysis (Figures S5B and S5C). In addition, JMJD1B^−/−^ mice showed a decrease in the percentage of B lymphocytes and an increase in the T lymphocytes (Figures S5D and S5E).

We next conducted analysis of steady-state hematopoiesis on the bone marrow to identify the origin of the biased lineage. Consistent with downregulation of genes for cell-cycle arrest and cell death, the total numbers of BMCs and HSCs significantly increased in JMJD1B^−/−^ mice compared with the WT (Figures 7C and 7D). The percentage of HSC but not common lymphoid progenitor (CLP) or myeloid progenitor (MP) population in JMJD1B^−/−^ bone marrow increased, compared with the WT (Figure S6A). Although the number or percentage of MP cells had no statistically significant differences (Figures 7D and S6A), the distribution of MP in JMJD1B^−/−^ bone marrow was distinct from that of the WT (Figure 7E). The megakaryocyte-erythrocyte progenitor (MEP) population was significantly reduced in JMJD1B^−/−^ mice compared with WT littermates (p = 0.0022; Figure 7E). Also, the granulocyte-monocyte progenitor (GMP) population in JMJD1B^−/−^ mice was significantly increased (p = 0.0037; Figures 7E and S6B). MEP and GMP cells differentiate into erythrocytes and neutrophils, respectively. Consistent with this, we observed relatively higher granulocyte in JMJD1B^−/−^ bone marrow than in the WT (Figure S6C). These findings were consistent with the observation of less red blood cells and more white blood cells in JMJD1B^−/−^ peripheral blood than in WT (Figures 7A and 7B). We further determined if JMJD1B similarly regulates human CD34^+^ HSPC differentiation. Knockdown of JMJD1B expression in human HSPCs reduced the proportion of glycophorin A (GPA)-expressing erythroid cells and thus increased the proportion of CD45^+^ leukocytes and CD33^+^ myeloid cells (Figures 7F and 7G). Inhibition of JMJD1B also completely constrained BFU-E/CFU-E (erythroid colony) formation from HSPC cells (Figure 7H). These results suggest that JMJD1B regulates the growth or differentiation of human primitive hematopoietic cells.

## DISCUSSION

Our present study reveals that arginine demethylation of H4R3me2s is an active cellular process in HSPCs during hematopoiesis. The abundance of H4R3m2s as well as H3K9me2 markers inversely correlates with gene expression in HSPCs. This is consistent with previous findings, which implied that both H4R3me2s and H3K9me2 markers are repressive epigenetic markers for gene expression, possibly via modulation of the DNA methylation status and recruitment of transcription regulators (Chen et al., 2012; Girardot et al., 2014; Kim et al., 2012; Schones et al., 2014; Zhao et al., 2009). The evidence from our present study demonstrates the existence of arginine demethylases *in vivo* and a role for JMJD1B in demethylation of H4R3me2s to induce gene expression for hematopoiesis. Deficiency in JMJD1B disrupts the dynamics of H4R3me2s and H3K9me2 at the promoter regions of distinct groups of the genes that are important for development and differentiation of HSPCs, altering their expression. Consequently, JMJD1B^−/−^ mice displayed abnormal phenotypes in the hematopoietic system, which are correlated with myelodysplastic syndrome (MDS), including leukocytosis, mild anemia, and granulocytosis. The JMJD1B gene is located at a locus (chromosome 5q arm) commonly deleted in a subcategory of MDS patients (5q syndrome) (Beurlet et al., 2013). Our results suggest that JMJD1B might be a tumor suppressor gene and contribute to MDS through regulation of the H4R3me2s marker to regulate gene expression. One likely mechanism is that JMJD1B is required for maintenance of the H4R3me2s demethylation status for the induction of p53-mediated cell cycle checkpoint and cell death genes. This induction would allow HSPC cell cycle progression and proliferation to continue in a properly controlled manner. Supporting this hypothesis, we show that p53 signaling and corresponding affected genes that were of high H4R3me2s density in JMJD1B^−/−^ HSPCs and were overlapped with genes whose expression was oppositely regulated by JMJD1B and PRMT5. On the other hand, we consider that JMJD1B-mediated H4R3me2s demethylation is only one of the mechanisms, by which JMJD1B regulates hematopoietic gene expression. We observed that many genes, which are regulated by both JMJD1B and PRMT5, displayed little change in H4R3me2s density in the WT and JMJD1B^−/−^ HSPCs. It suggests that JMJD1B and PRMT5 may also cooperatively regulate the dynamics of arginine methylation status of non-histone proteins such as transcription regulators to control gene expression for hematopoiesis and MDS avoidance.

We have demonstrated that JMJD1B demethylates both H3K9me2 and H4R3me2s substrates with similar efficiency *in vitro*. However, JMJD1B distinctly mediates H3K9me2 and H4R3me2s demethylation at different loci *in vivo*. It may simultaneously demethylate H3K9me2 and H4R3me2s in groups of genes, including the target genes of NF-kB. It may primarily demethylate H3K9me2 but not H4R3me2s at certain groups of genes, including the target genes of STAT3, SMAD3, and WT1, and it may only demethylate H4R3me2 but not H3K9me2s in the groups of genes such as those regulated by transcription factors CTNNB1, ERG, and SOX2. We hypothesize that during hematopoiesis and other development processes, other factors including nearby histone modification status, JMJD1B modifications, proteins bound to chromosome and/or JMJD1B may determine whether JMJD1B demethylate H3K9me2, H4R3me2s, or both.

An interesting question is whether inhibition of PRMT5 may rescue the phenotype because of JMJD1B deletion. PRMT5 and JMJD1B possess the reversal enzyme activities, and we revealed that knockout of PRMT5 resulted in opposed molecular changes to JMJD1B knockout. For instance, PRMT5 deletion resulted in p21 (Cdkn 1a) upregulation in HSPCs (Liu et al., 2015a), but JMJD1B knockout led to p21 downregulation in HSPCs. Consequently, PRMT5 knockout mice had a decrease in the number of HSPCs and white blood cells (Liu et al., 2015a), but JMJD1B^−/−^ knockout mice had an increase in the number of HSPCs and white blood cells. Likewise, JMJD1B deficiency may promote cancer cell proliferation and survival via inhibition of p53-p21 signaling. Such alterations might be corrected by inhibition of PRMT5 to induce p21 expression. However, inhibition of PRMT5 may not completely rescue the phenotypes of the JMJD1B^−/−^ mice because the arginine demethylation is not simple reversal of methylation in cells. 

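Cdkn1a had 1.37 and 2.28 RPKM in the WT libraries, was listed at 0 in JMJD1B-/- replicate 1, the library of lowest depth, and had 0.652 RPKM in JMJD1B-/- replicate 2. Both JMJD1B-/- values lay below both WT values. The log2 fold change of Cdkn1a was −2.77 (standard error 1.11, adjusted p = 0.477 in limma), with an unadjusted p under 0.05. It was −1.31 without JMJD1B-/- replicate 1 and −4.22 without JMJD1B-/- replicate 2. The size of the fall depended on the pseudocount, with −1.12 at a pseudocount of 1 and −4.45 at 0.01. The paper sets this fall beside the upregulation of p21 after PRMT5 deletion, as an instance of opposed changes in the knockouts of enzymes with reversal activities.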

We suggest that JMJD1B works with PRMT5 to program the dynamic histone arginine methylation balance for turning hematopoietic development genes on/off in a sequential manner. Deficiency in either PRMT5 or JMJD1B would disrupt such an epigenetic program and lead to abnormal development of germ cells (Liu et al., 2015b, 2015c).

JmjC domain-containing proteins are the largest class of potential histone demethylases, and the JmjC domains of several proteins have been shown to demethylate mono-, di-, and tri-methyl lysine residues via an oxidative reaction that requires iron and α-ketoglutarate (Cloos et al., 2008; Klose et al., 2006; Klose and Zhang, 2007). However, the enzyme activities and specificities of most JmjC domain-containing proteins have not been experimentally tested (Greer and Shi, 2012), and it is possible that additional JmjC domain-containing arginine demethylases exist and are important in demethylating methylarginine in different histones or non-histone proteins to regulate different cellular processes. Indeed, JMJD1B knockout only increased the H4R3me2s signal in a group of genes depleted of H4R3me2s. It is consistent with our suggestion that additional arginine demethylases are important in maintaining the demethylation status of H4R3me2s and other histone arginine methylation markers. Our present study describes an important function for JmjC domain-containing enzymes in regulating arginine methylation and demonstrates the need to more clearly define the biochemical properties and *in vivo* functions of other JmjC domain containing enzymes.

## EXPERIMENTAL PROCEDURES

Further details and an outline of resources used in this work can be found in Supplemental Experimental Procedures.

### Animal Studies

Twenty to 40 weeks of male and female mice were used in this study. All protocols that involved animals were approved by the Institutional Animal Care and Use Committee of City of Hope in compliance with the Public Health Service Policy of the United States and all other federal, state, and local regulations. All aspects of the animal study were adequately reported following the NIH guideline.

### Quantification and Statistical Analyses

The band intensity of western blot analysis was quantified using ImageJ software (NIH). All data are expressed as mean ± SEM, and significance (p value) was calculated using two-tailed Student’s t test for between-group differences; p values < 0.05 were considered to indicate statistical significance.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1:**
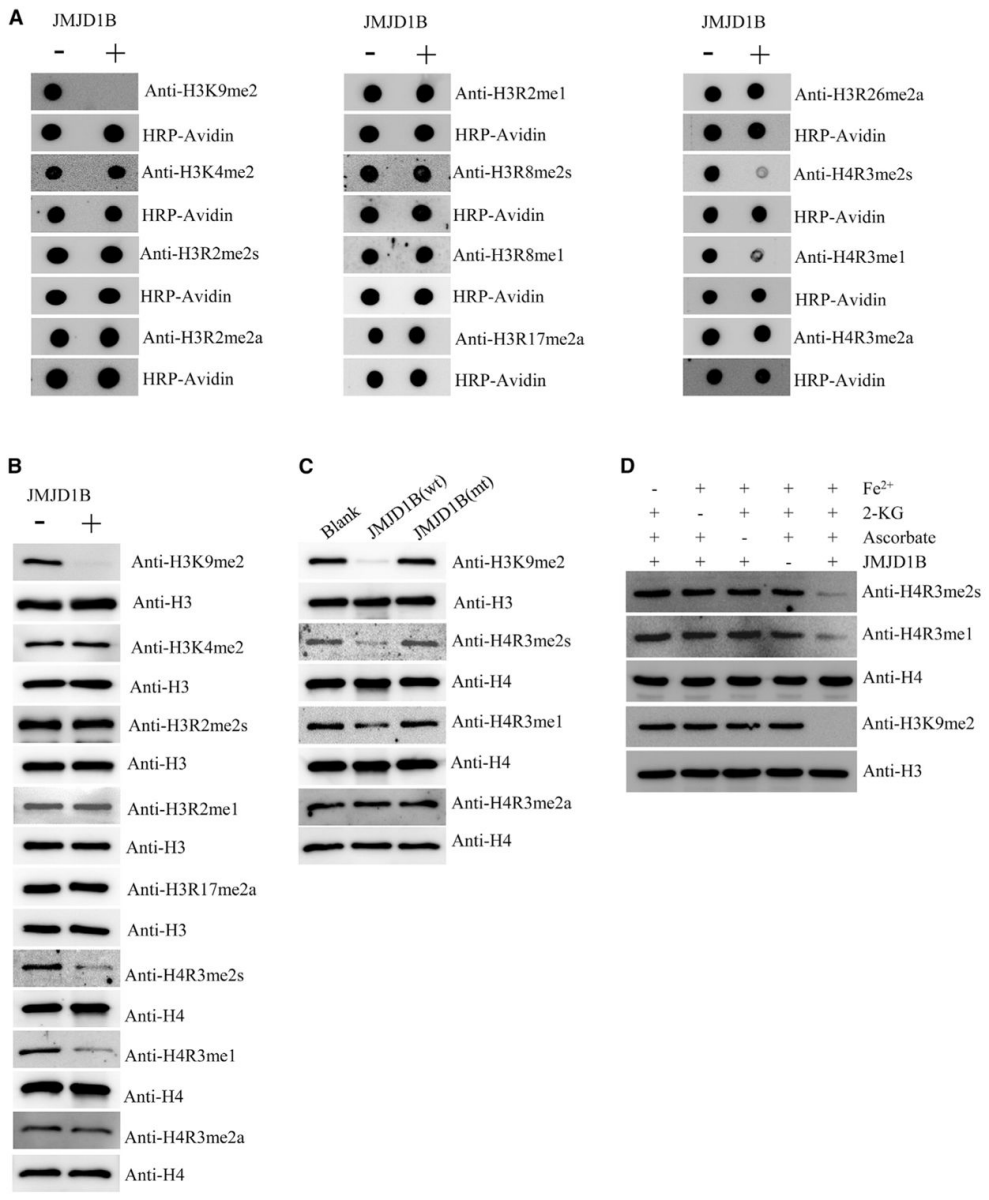
JMJD1B Protein Possesses Both Lysine and Arginine Demethylase Activities *In Vitro* (A) Synthetic histone tails (22–25 amino acid residues, 18 μM) were incubated in a demethylation buffer (50 mM HEPES-KOH [pH 7.5], 1 mM 2-KG, 2 mM ascorbate, 1 mM TCEP, 500 μM [NH_4_]_2_Fe[SO_4_]_2_·6H_2_O) in the absence (−) or presence (+) of purified recombinant JMJD1B (0.25 μM) at 37°C for 2 hr and analyzed using dot blot with indicated antibodies. Blots were stripped and reprobed for HRP-avidin as loading control. (B) Bulk histones (5 μg) were incubated in a demethylation buffer as in (A) in the absence (−) or presence (+) of purified recombinant JMJD1B (0.25 μM) at 37°C for 2 hr and analyzed using western blotting. Blots were stripped and reprobed for total levels of H3 and H4 as loading controls. (C) Bulk histones (5 μg) were incubated in absence (Blank) or presence of WT JMJD1B (wt; 0.25 μM) or a catalytically inactive mutant (mut; JMJD1B [H1560A/D1562A/H1689A], 0.25 μM) at 37°C for 2 and 4 hr and analyzed using western blotting. The total level of H4 was used as an internal loading control. (D) Three cofactors, Fe^2+^, 2-KG, and ascorbate, are required for the full enzyme activity to demethylate both H4R3me2s and H3K9me2. The same reaction conditions as in (B) and (C) were used. See also Table S1 and Figure S1.

**Figure 2:**
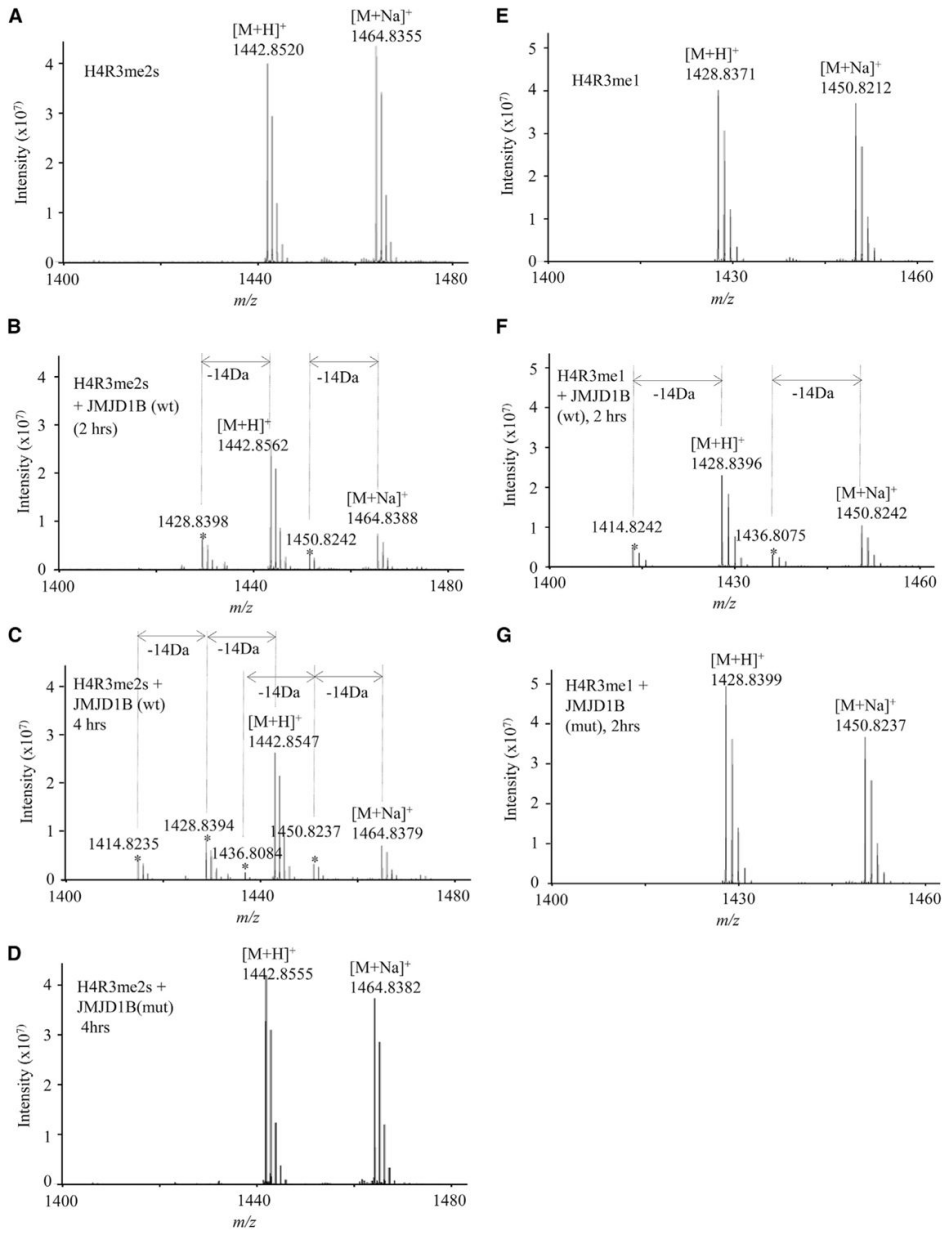
Mass Spectrometry Confirms that JMJD1B Demethylates H4R3me2s and H4R3me1 Peptide Model Substrates (A–D) Representative mass spectra for H4R3me2s demethylation by JMJD1B. The H4R3me2s 16 aa peptide substrate (34 μM) was incubated with buffer only (α-ketoglutarate [2-KG, 1 mM], ascorbate [2 mM], and Fe^2+^ [500 μM]) for 4 hr (A), with wild-type enzyme (JMJD1B [wt]; 0.5 μM) at 37°C for 2 hr (B) and 4 hr (C), or with inactive mutant enzyme for 4 hr (JMJD1B [mutant]; 0.5 μM) (D). Asterisk indicates products from the H4R3me2s peptide (B and C). (E–G) Representative mass spectra for H4R3me1 demethylation by JMJD1B. The H4R3me1 peptide substrate (34 μM) was incubated with demethylation buffer (E), 0.5 μM JMJD1B (wt) (F), or 0.5 μM JMJD1B (mutant) (G) at 37°C for 2 hr. Asterisk indicates the demethylation products. See also Table S2 and Figure S2.

**Figure 3:**
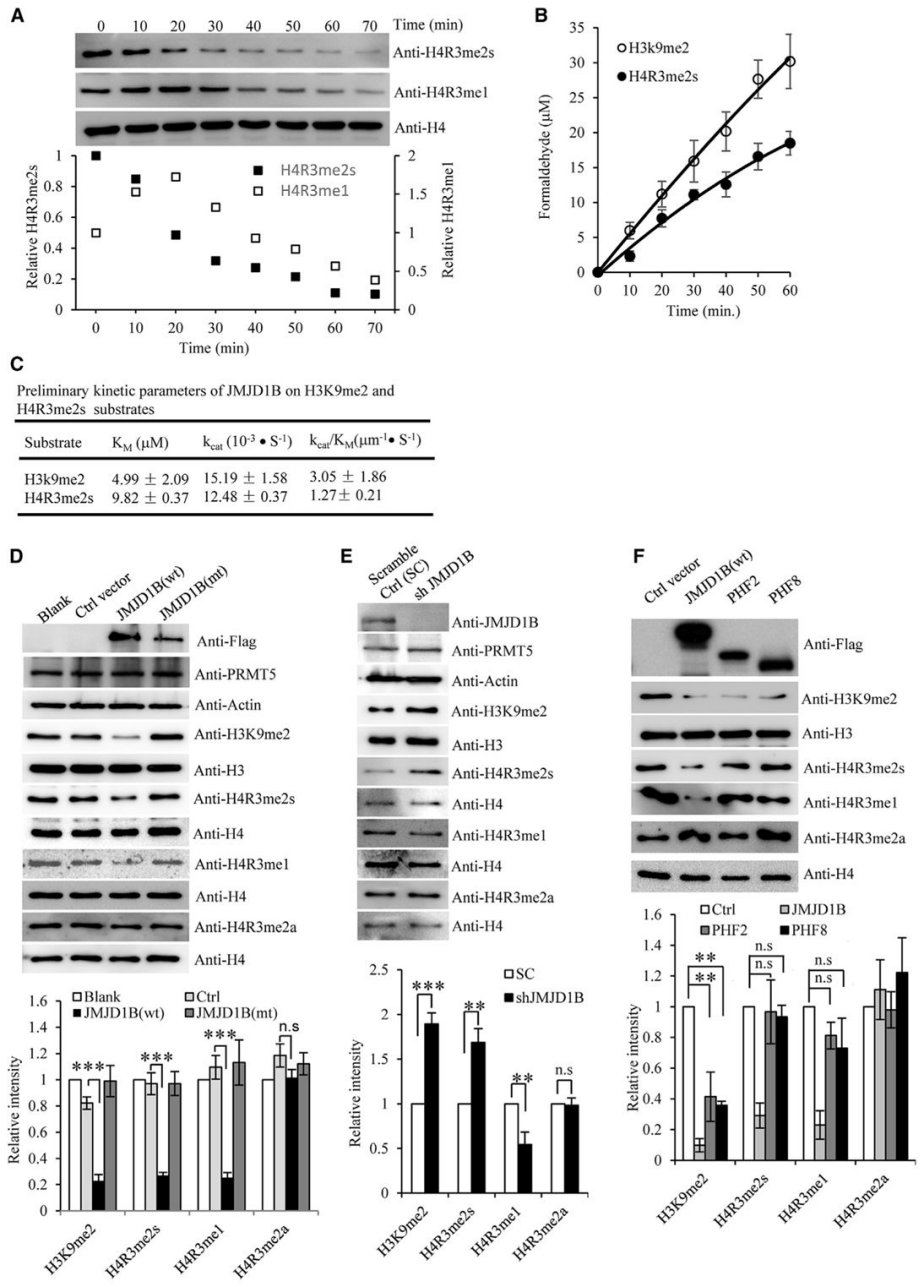
JMJD1B Demethylates Histone H4R3me2s and H3K9me2 *In Vitro* and in Cells (A) Time dependence of JMJD1B histone arginine demethylase activity. Bulk histones (5 μg) were incubated with JMJD1B (0.5 μM) in the demethylation at 37°C for 0–70 min, as indicated, and analyzed by western blotting. Top: representative western blotting images; bottom: semi-quantification of H4R3me2s and H4R3me1 levels. The H4R3me1 and H4R3me2s levels were normalized with corresponding total H4 levels. The normalized H4R3me1 and H4R3me2s levels at 0 hr were arbitrarily set as 1. The relative levels of H4R3me1 and H4R3me2s at other time points were calculated relative to the value at 0 min. Values are the average of two independent assays. (B) Time-dependent formaldehyde release in JMJD1B-mediated demethylation of H4R3me2s and H3K9me2 peptide substrates. The H4R3me2s or H3K9me2 peptide substrates (50 μM) were incubated with JMJD1B (0.5 μM) in the demethylation buffer at 37°C, and the release of formaldehyde was measured at 0, 10, 20, 30, 40, 50, and 60 min. Values are mean ± SEM of three independent assays. (C) Preliminary kinetic parameters of JMJD1B-mediated demethylation of H4R3me2s or H3K9me2. The formaldehyde release assay on different substrate concentrations was used to generate *K*_m_, *k*_cat_, and *k*_cat_/*K*_m_. Values are mean ± SEM of three independent assays. (D–F) Alteration of JMJD1B expression level corresponds to H4R3me2s and H4R3me1 demethylation status in HEK293T cells. (D) JMJD1B was expressed in HEK293T cells as a FLAG fusion protein, and histones were analyzed by western blotting with antibodies against the indicated modifications. Cells with no transfection (Blank) or transfected with an empty vector (Ctrl) were used as controls. (E) Stable JMJD1B-knockdown cells (Sh-JMJD1B) were lysed and immuno-blotted with the indicated antibodies. (F) JMJD1B, PHF2, and PHF8 were expressed in HEK293T cells, and histones were analyzed by western blotting with antibodies against the indicated modifications. Histone H3 and H4 were used as a loading control in all panels. In each panel, the upper section shows the representative western blotting images, and the lower section shows the semi-quantification of western blotting (i.e., the relative intensities of H4R3me2s, H4R3me1, and H3K9me2 bands). Band intensity was normalized to corresponding loading control (histone H3 or H4). The normalized H4R3me2s, H4R3me1, or H3K9me2 levels in the cells with no transfection, or transfected with control short hairpin RNA (shRNA) (SC) or empty vector were arbitrarily set as 1 in (D), (E), and (F), respectively. The relative intensity was calculated by comparing the normalized band intensity of each sample to that of the control. Values are means ± SEM of three independent assays. *p < 0.05, **p < 0.01, and ***p < 0.0001 (Student’s t test). See also Figure S1.

**Figure 4:**
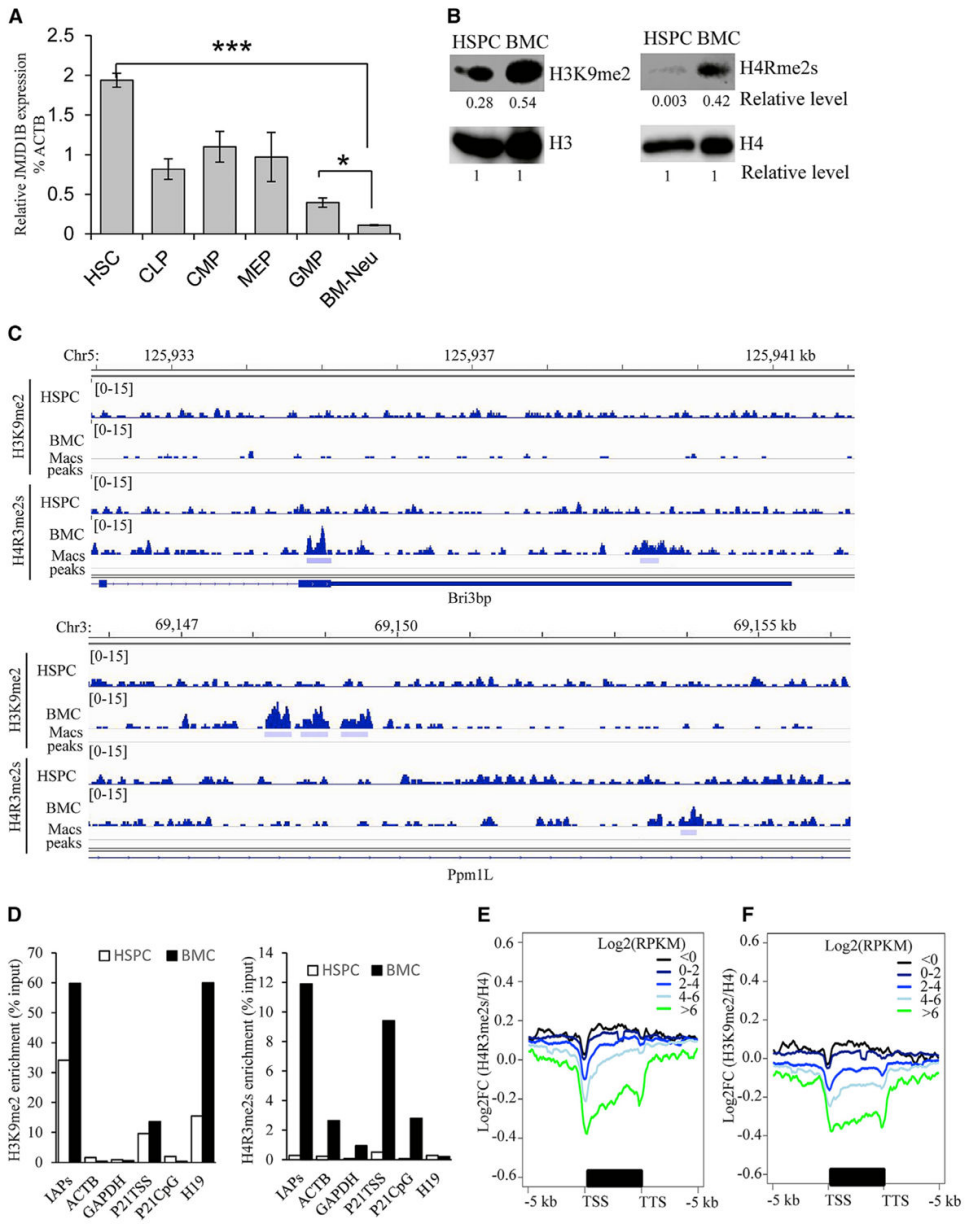
Elevated JMJD1B Expression Maintains the Demethylation Status of H3K9me2 and H4R3me2s in HSPCs (A) JMJD1B gene expression in hematopoietic stem cells and various progenitors, BMCs, and blood cells. HSC, hematopoietic stem cell; CLP, common lymphoid progenitor; CMP, common myeloid progenitor; MEP, megakaryocyte-erythrocyte progenitor; GMP, granulocyte-monocytes progenitor; BM-Neu, bone marrow neutrophils. JMJD1B and the house keeping gene β-actin (ATCB) were measured using real-time RT-PCR. The relative levels of JMJD1B mRNA were calculated by comparing it with the level corresponding β-actin mRNA, which is arbitrarily set as 100, in each type of cell. Values are mean ± SEM of three mice. *p < 0.05, **p < 0.01, and ***p < 0.001 (Student’s t test). (B) Total chromatin-associated histone H3 and H4, H4R3me2s, and H3K9me2 in WT HSPCs and BMCs were detected by western blot. The intensity of each band was semi-quantified using ImageJ. The intensity of histone H3 or H4 for each sample was arbitrarily set as 1, and the relative level of H4R3me2s or H3K9me2 in HSPCs or BMCs was calculated by comparing their intensity with corresponding H3 or H4 control. (C) IGV views of ChIP-seq show representative enriched H3K9me2 and H4R3me2s peaks (p < 0.0001) in BMCs but not in HSPCs. (D) ChIP-qPCR for verifying H4R3me2s and H3K9me2 occupancy at selected gene loci. The ChIPed signals were normalized with corresponding input and were expressed as percentage of input. Values are the mean of three ChIP experiments. (E and F) Aggregate plot of H4R3me2s (E) or H3K9m2 (F) abundance (Log_2_FC[ChIP/ChIP H4]) and gene expression levels (log[RPKM+0.1]) for WT HSPCs. TSS, transcription start site; TTS, transcription termination site. See also Table S3.

**Figure 5:**
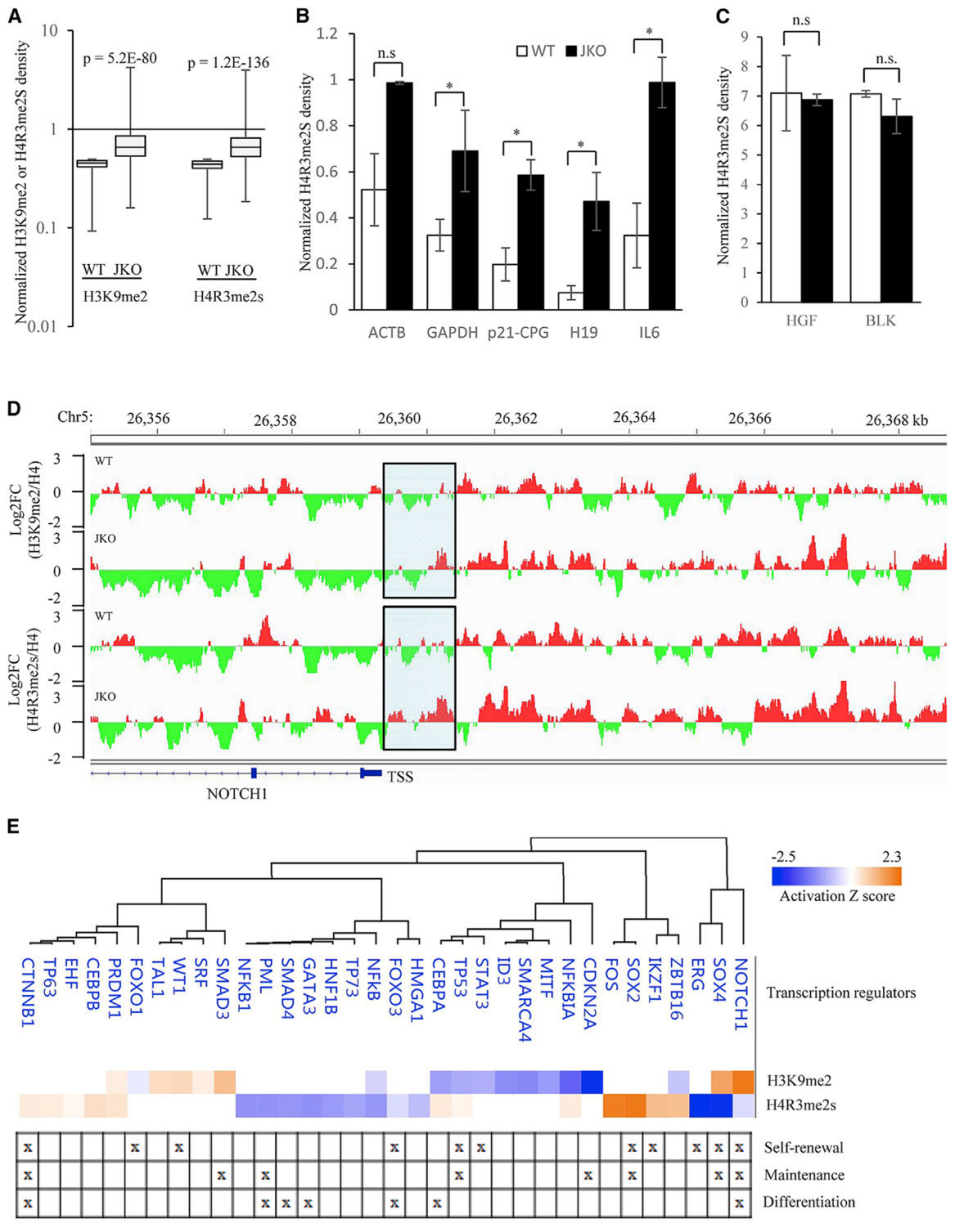
JMJD1B Maintains Demethylation Status of H4R3me2s and H3K9me2 at the Promoter Regions of Distinct Clusters of Genes in HSPCs for Hematopoiesis (A) Box-and-whisker plots of H3K9me2/H4 and H4R3me2s/H4 signal changes between the mutant and WT HSPCs at the promoter regions of genes that are depleted of H3K9me2 or H4R3me2s in the WT HSPCs. The depleted genes are defined as those with log_2_FC (H3K9me2/H4) or log_2_FC (H4R3me2s/H4) ≤ −1 in the WT HSPCs. (B and C) ChIP-qPCR measurement of H4R3me2s occupancy at H4R3me2s-depleted genes (B) and the non-depleted genes (C) in WT and JMJD1B^−/−^ cells. The ChIPed H4R3me2s signal was normalized with the corresponding ChIPed H4 signal and was expressed as percentage of ChIPed H4. Values are mean ± SEM of three ChIP experiments. *p < 0.05 (Student’s t test). (D) Representative IGV view of the H4R3me2s and H3K9me2 ChIP signals normalized to the H4 ChIP signal in the promoter region of a depleted gene (e.g., NOTCH1 gene). The promoter region was defined as the region from the transcription start site (TSS) to 1 kb upstream of the TSS (highlighted). The depleted or enriched regions are specified by green or red color. (E) IPA upstream analysis predicts different transcription factors corresponding to the overlapped genes as defined in (D). The transcription factors with p < 0.01 and a calculated *Z* score are shown. The roles of different transcription factors in the self-renewal, maintenance, and differentiation are specified. See also Figures S3 and S4.

**Figure 6:**
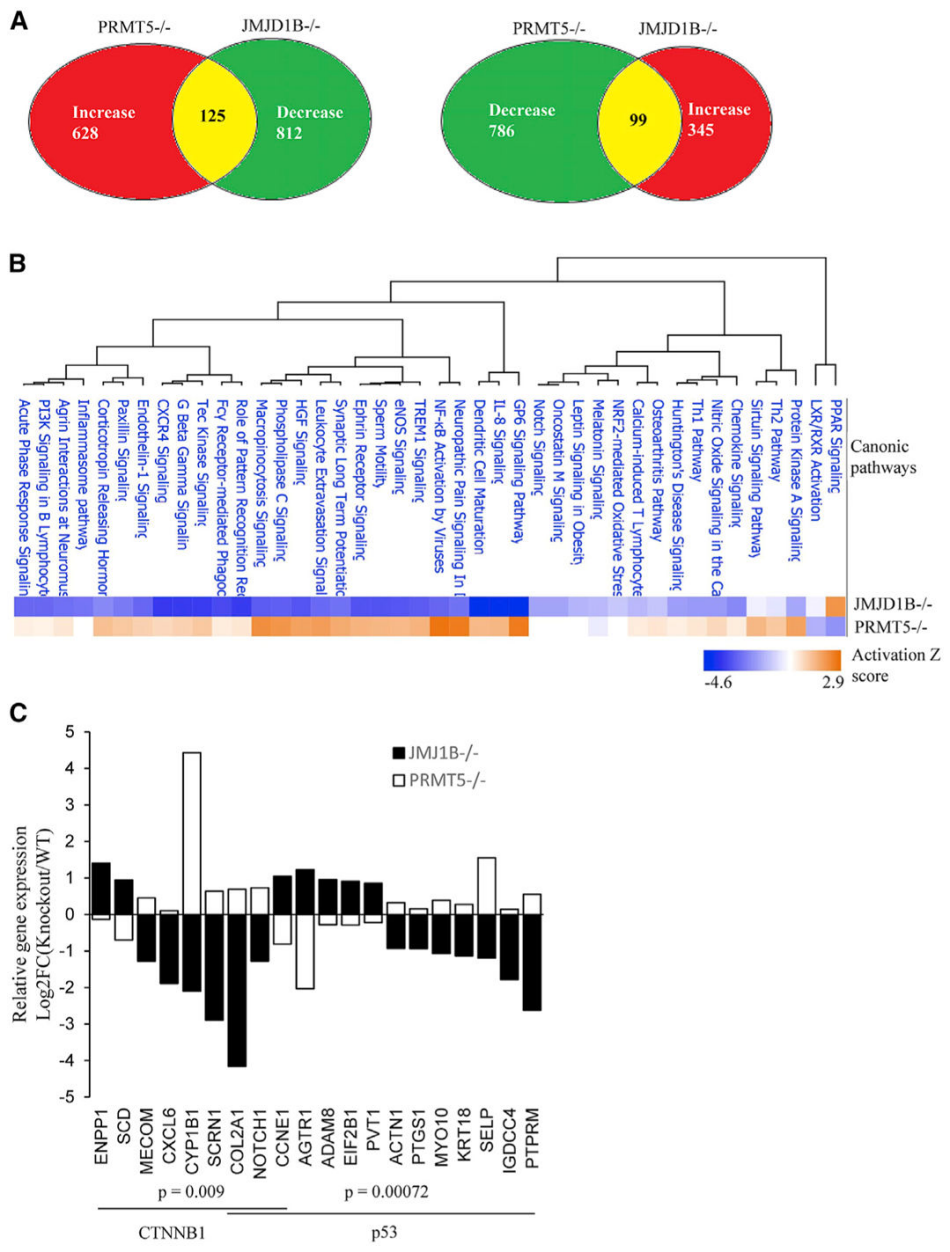
JMJD1B and PRMT5 Oppositely Regulate Genes Important for Hematopoietic Development (A) Number of genes with statistically significant changes (p < 0.05) in JMJD1B or PRMT5 knockout HSPCs, compared with corresponding WT control. The PRMT5 RNA-seq dataset was download from the GEO database (GEO: GSE69937) (Liu et al., 2015a). (B) IPA to identify the canonic pathways that are altered in JMJD1B and PRMT5 knockout cells. The canonic pathway with p < 0.01 and a calculated *Z* score are shown. (C) Top predicted transcription factor signaling and corresponding affected genes that were of relatively high H4R3me2s density (log_2_FC [JMJD1B knockout ChIP/WT ChIP] ≥ 1.5) in JMJD1B^−/−^ HSPCs and overlapped with genes whose expression was oppositely regulated by JMJD1B and PRMT5.

**Figure 7:**
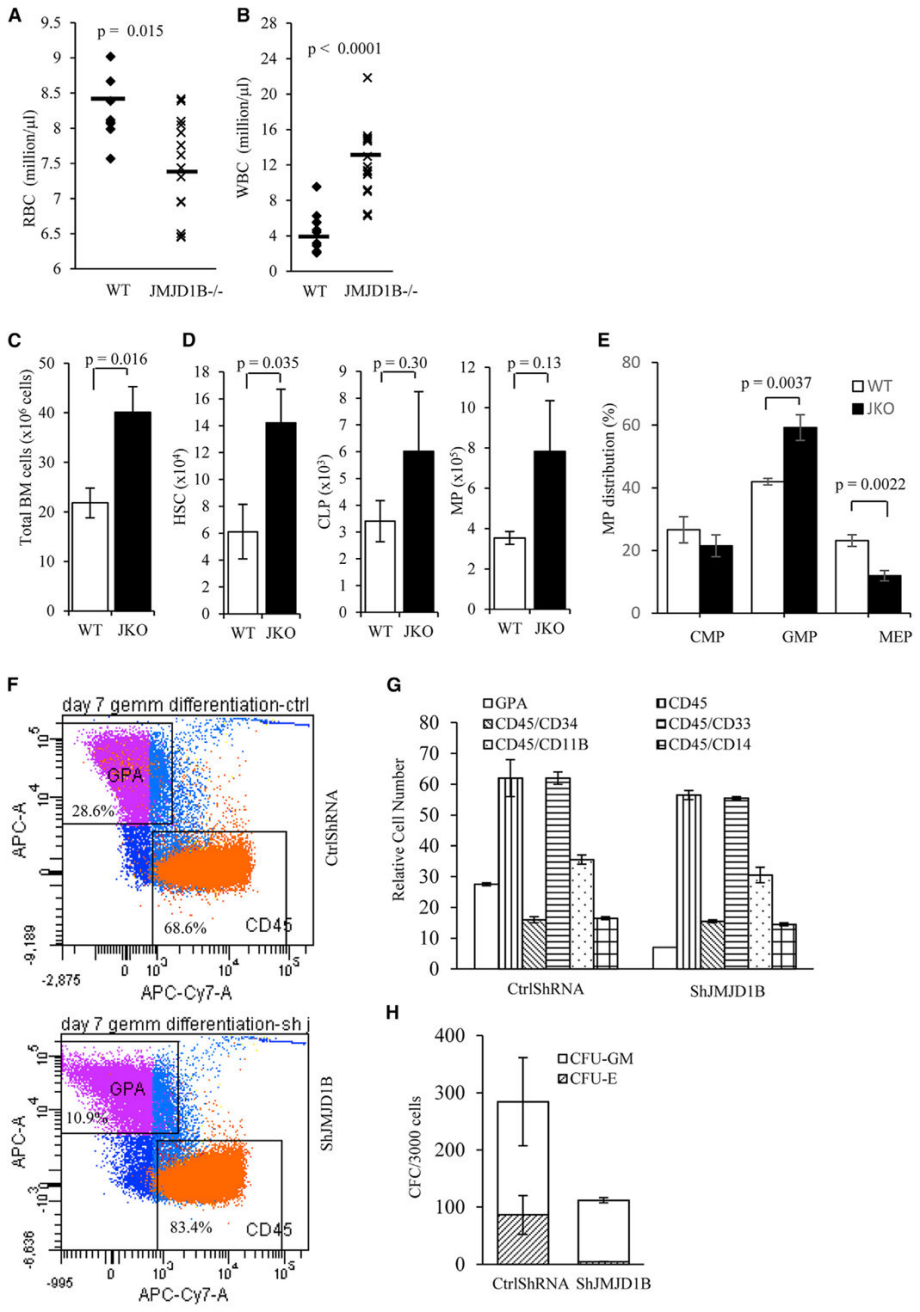
JMJD1B Deficiency Results in Abnormal Hematopoietic Development (A–E) Abnormal hematopoiesis in JMJD1B knockout mice. (A and B) Red blood cell (RBC) and white blood cell (WBC) count analysis of peripheral blood of WT (n = 10) and JMJD1B^−/−^ (n = 14) mice. (C) Total bone marrow (BM) cells from WT and JMJD1B^−/−^ (JMJD1B knockout) mice. (D) Total number of HSC (hematopoietic stem cell), CLP (common lymphoid progenitor), and MP (myeloid progenitor) cells in the BM of WT and JMJD1B^−/−^ mice. They were calculated by multiplying the total bone marrow cell number in WT and JMJ1B^−/−^ by the percentage of HSC, CLP, and MP (Figure S6A). (E) Percentage distribution of different types of MPs: CMP (common myeloid progenitor), GMP (granulocyte-monocyte progenitor), and MEP (megakaryocyte-erythrocyte progenitor) cells relative to the MP population were analyzed by flow cytometry (Figure S6B). In (C)–(E), values are mean ± SEM of five replicates. All p values were calculated using Student’s t test (two-tailed). (F–H). Knockdown of JMJD1B affects differentiation of human hematopoietic stem/progenitor cells (HSPCs). Cord blood CD34^+^ cells transduced with JMJD1B shRNA and control vector (n = 2) were selected by flow cytometry and cultured in GEMM for 7 days. Then the percentages of GPA-, CD45-, CD34-, CD11b-, CD33-, and CD14-positive cells were analyzed using flow cytometry. Representative results of flow cytometry analysis of GPA and CD45 expression are shown in (F). The total numbers of cells that expressed these markers at day 7 (G) are shown. The number of CFU-GM and BFU-E/CFU-E colonies generated from selected CD34^+^ GFP^+^ cells after culture in methylcellulose are shown in (H). See also Figures S3, S6, and S7.

## References

[R1] Bedford MT, Clarke SG (2009). Protein arginine methylation in mammals: who, what, and why. Mol Cell.

[R2] Beurlet S, Chomienne C, Padua RA (2013). Engineering mouse models with myelodysplastic syndrome human candidate genes; how relevant are they?. Haematologica.

[R3] Blanc RS, Richard S (2017). Arginine methylation: the coming of age. Mol Cell.

[R4] Chang B, Chen Y, Zhao Y, Bruick RK (2007). JMJD6 is a histone arginine demethylase. Science.

[R5] Chen C, Nott TJ, Jin J, Pawson T (2011). Deciphering arginine methylation: Tudor tells the tale. Nat Rev Mol Cell Biol.

[R6] Chen X, Skutt-Kakaria K, Davison J, Ou YL, Choi E, Malik P, Loeb K, Wood B, Georges G, Torok-Storb B, Paddison PJ (2012). G9a/GLP-dependent histone H3K9me2 patterning during human hematopoietic stem cell lineage commitment. Genes Dev.

[R7] Chung YJ, Park BB, Kang YJ, Kim TM, Eaves CJ, Oh IH (2006). Unique effects of Stat3 on the early phase of hematopoietic stem cell regeneration. Blood.

[R8] Cloos PA, Christensen J, Agger K, Helin K (2008). Erasing the methyl mark: histone demethylases at the center of cellular differentiation and disease. Genes Dev.

[R9] Cunningham TJ, Palumbo I, Grosso M, Slater N, Miles CG (2013). WT1 regulates murine hematopoiesis via maintenance of VEGF isoform ratio. Blood.

[R10] Fuhrmann J, Clancy KW, Thompson PR (2015). Chemical biology of protein arginine modifications in epigenetic regulation. Chem Rev.

[R11] Girardot M, Hirasawa R, Kacem S, Fritsch L, Pontis J, Kota SK, Filipponi D, Fabbrizio E, Sardet C, Lohmann F (2014). PRMT5-mediated histone H4 arginine-3 symmetrical dimethylation marks chromatin at G + C-rich regions of the mouse genome. Nucleic Acids Res.

[R12] Greer EL, Shi Y (2012). Histone methylation: a dynamic mark in health, disease and inheritance. Nat Rev Genet.

[R13] Guo Z, Zheng L, Xu H, Dai H, Zhou M, Pascua MR, Chen QM, Shen B (2010). Methylation of FEN1 suppresses nearby phosphorylation and facilitates PCNA binding. Nat Chem Biol.

[R14] Huang H, Sabari BR, Garcia BA, Allis CD, Zhao Y (2014). SnapShot: histone modifications. Cell.

[R15] Ito K, Carracedo A, Weiss D, Arai F, Ala U, Avigan DE, Schafer ZT, Evans RM, Suda T, Lee CH, Pandolfi PP (2012). A PML–PPAR-δ pathway for fatty acid oxidation regulates hematopoietic stem cell maintenance. Nat Med.

[R16] Jansson M, Durant ST, Cho EC, Sheahan S, Edelmann M, Kessler B, La Thangue NB (2008). Arginine methylation regulates the p53 response. Nat Cell Biol.

[R17] Kim JY, Kim KB, Eom GH, Choe N, Kee HJ, Son HJ, Oh ST, Kim DW, Pak JH, Baek HJ (2012). KDM3B is the H3K9 demethylase involved in transcriptional activation of lmo2 in leukemia. Mol Cell Biol.

[R18] Klose RJ, Zhang Y (2007). Regulation of histone methylation by demethylimination and demethylation. Nat Rev Mol Cell Biol.

[R19] Klose RJ, Kallin EM, Zhang Y (2006). JmjC-domain-containing proteins and histone demethylation. Nat Rev Genet.

[R20] Ku CJ, Hosoya T, Maillard I, Engel JD (2012). GATA-3 regulates hematopoietic stem cell maintenance and cell-cycle entry. Blood.

[R21] Larsson J, Karlsson S (2005). The role of Smad signaling in hematopoiesis. Oncogene.

[R22] Le Romancer M, Treilleux I, Leconte N, Robin-Lespinasse Y, Sentis S, Bouchekioua-Bouzaghou K, Goddard S, Gobert-Gosse S, Corbo L (2008). Regulation of estrogen rapid signaling through arginine methylation by PRMT1. Mol Cell.

[R23] Lee KH, Ju UI, Song JY, Chun YS (2014). The histone demethylase PHF2 promotes fat cell differentiation as an epigenetic activator of both C/EBPα and C/EBPδ. Mol Cells.

[R24] Liebermann DA, Gregory B, Hoffman B (1998). AP-1 (Fos/Jun) transcription factors in hematopoietic differentiation and apoptosis. Int J Oncol.

[R25] Liu Y, Elf SE, Miyata Y, Sashida G, Liu Y, Huang G, Di Giandomenico S, Lee JM, Deblasio A, Menendez S (2009). p53 regulates hematopoietic stem cell quiescence. Cell Stem Cell.

[R26] Liu F, Cheng G, Hamard PJ, Greenblatt S, Wang L, Man N, Perna F, Xu H, Tadi M, Luciani L, Nimer SD (2015a). Arginine methyltransferase PRMT5 is essential for sustaining normal adult hematopoiesis. J Clin Invest.

[R27] Liu Z, Chen X, Zhou S, Liao L, Jiang R, Xu J (2015b). The histone H3K9 demethylase Kdm3b is required for somatic growth and female reproductive function. Int J Biol Sci.

[R28] Liu Z, Oyola MG, Zhou S, Chen X, Liao L, Tien JC, Mani SK, Xu J (2015c). Knockout of the histone demethylase Kdm3b decreases spermatogenesis and impairs male sexual behaviors. Int J Biol Sci.

[R29] Mantri M, Krojer T, Bagg EA, Webby CJ, Butler DS, Kochan G, Kavanagh KL, Oppermann U, McDonough MA, Schofield CJ (2010). Crystal structure of the 2-oxoglutarate- and Fe(II)-dependent lysyl hydroxylase JMJD6. J Mol Biol.

[R30] Mikhaleva II, Prudchenko IA, Ivanov VT, Voitenkov VB (2011). JmjC-domain-containing histone demethylases of the JMJD1B type as putative precursors of endogenous DSIP. Peptides.

[R31] Ng AP, Loughran SJ, Metcalf D, Hyland CD, de Graaf CA, Hu Y, Smyth GK, Hilton DJ, Kile BT, Alexander WS (2011). Erg is required for self-renewal of hematopoietic stem cells during stress hematopoiesis in mice. Blood.

[R32] Qi HH, Sarkissian M, Hu GQ, Wang Z, Bhattacharjee A, Gordon DB, Gonzales M, Lan F, Ongusaha PP, Huarte M (2010). Histone H4K20/H3K9 demethylase PHF8 regulates zebrafish brain and craniofacial development. Nature.

[R33] Sarkar A, Hochedlinger K (2013). The sox family of transcription factors: versatile regulators of stem and progenitor cell fate. Cell Stem Cell.

[R34] Scheller M, Huelsken J, Rosenbauer F, Taketo MM, Birchmeier W, Tenen DG, Leutz A (2006). Hematopoietic stem cell and multilineage defects generated by constitutive beta-catenin activation. Nat Immunol.

[R35] Schones DE, Chen X, Trac C, Setten R, Paddison PJ (2014). G9a/GLP-dependent H3K9me2 patterning alters chromatin structure at CpG islands in hematopoietic progenitors. Epigenetics Chromatin.

[R36] Shi Y, Lan F, Matson C, Mulligan P, Whetstine JR, Cole PA, Casero RA, Shi Y (2004). Histone demethylation mediated by the nuclear amine oxidase homolog LSD1. Cell.

[R37] Sims RJ, Rojas LA, Beck DB, Bonasio R, Schüller R, Drury WJ, Eick D, Reinberg D (2011). The C-terminal domain of RNA polymerase II is modified by site-specific methylation. Science.

[R38] Stier S, Cheng T, Dombkowski D, Carlesso N, Scadden DT (2002). Notch1 activation increases hematopoietic stem cell self-renewal in vivo and favors lymphoid over myeloid lineage outcome. Blood.

[R39] Tothova Z, Kollipara R, Huntly BJ, Lee BH, Castrillon DH, Cullen DE, McDowell EP, Lazo-Kallanian S, Williams IR, Sears C (2007). FoxOs are critical mediators of hematopoietic stem cell resistance to physiologic oxidative stress. Cell.

[R40] Walport LJ, Hopkinson RJ, Chowdhury R, Schiller R, Ge W, Kawamura A, Schofield CJ (2016). Arginine demethylation is catalysed by a subset of JmjC histone lysine demethylases. Nat Commun.

[R41] Webby CJ, Wolf A, Gromak N, Dreger M, Kramer H, Kessler B, Nielsen ML, Schmitz C, Butler DS, Yates JR (2009). Jmjd6 catalyses lysyl-hydroxylation of U2AF65, a protein associated with RNA splicing. Science.

[R42] Yang Y, Bedford MT (2013). Protein arginine methyltransferases and cancer. Nat Rev Cancer.

[R43] Yu Z, Chen T, Hébert J, Li E, Richard S (2009). A mouse PRMT1 null allele defines an essential role for arginine methylation in genome maintenance and cell proliferation. Mol Cell Biol.

[R44] Zhao Q, Rank G, Tan YT, Li H, Moritz RL, Simpson RJ, Cerruti L, Curtis DJ, Patel DJ, Allis CD (2009). PRMT5-mediated methylation of histone H4R3 recruits DNMT3A, coupling histone and DNA methylation in gene silencing. Nat Struct Mol Biol.

How the deposited data were processed for this re-analysis (not part of the article)

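RNA-seq of HSPCs from WT and JMJD1B-/- mice was analysed from 2 libraries per genotype. The authors deposited 1 table with an RPKM value for each gene and library, to which they had added 1. The sample labels name polyA RNA and a TruSeq library kit. The aligner, the counting program, the gene annotation and the genome build are not named in the paper's text. The table has 12024 entries for 11982 gene names, and 84 entries that share a name were averaged by name, which concerned 42 names. The highest of a gene's 4 values is never under 2, so genes under an RPKM of 1 in all libraries are left out of the table and were not analysed here. No column belonged to any other sample. Gene names were used as the table gives them. Of these, 11901 were found as a symbol or a synonym in the RefSeq annotation of assembly GRCm38.p6, which was used for names, for the lengths behind the depth and for which genes neighbour Kdm3b, and not for coordinates.

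RPKM was computed as the deposited value minus 1. The relative depth of the libraries was estimated from genes under 3 RPKM, in which ratios between libraries fall on ratios of whole numbers. Against WT replicate 1, 285, 377 and 236 genes did so for WT replicate 2, JMJD1B-/- replicate 1 and JMJD1B-/- replicate 2, and 16, 6 and 15 genes are reached by chance. For 588 genes the 4 values fitted whole numbers of reads. Of these, 49 gave the same depth within 0.2% when the gene's length was taken as the length of its transcript, and no other depth was given by more than 3 genes. The depth and the RPKM that 3 reads represent are given beside the description of the RNA-seq data. They rest on this estimate and on counting error alone. Read counts themselves were not recovered for all genes, and no count test was run.

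For the comparison of genotypes, genes with a mean RPKM of at least 0.5 were tested on log2(RPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, without a replicate term), with Benjamini-Hochberg adjustment over the genes tested. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The paper's text names a two-tailed Student test for its data in general, and the test behind the gene counts of the RNA-seq data is not named in it. A gene-by-gene test with equal variances was therefore run as an alternative. limma was tested on simulated data with the depths of the 4 libraries, transcripts of 2 kb and a dispersion of 0.05. Length and dispersion were the same for every gene, which real genes are not. Of 200 genes changed by 4-fold, 100% had the right sign and an unadjusted p under 0.05. The gene-by-gene test found 78.5% of them at an unadjusted p under 0.05 and 0% after adjustment.

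Lists of genes were tested with limma's camera at its preset correlation of 0.01 between genes, with adjustment over 21 lists. They were the genes of methyltransferases, of Figure 6C, named in the text, of named regulators and of H3K9 demethylases, p53 targets, genes of cell-cycle arrest, cell death, proliferation, interferon response and tissue dissociation, genes of the X and Y chromosomes, and marker genes of stem cells, of erythroid, megakaryocyte, granulocyte, monocyte-macrophage, basophil-eosinophil-mast, B cells and T and NK cells, and of stroma and endothelium. The 21 lists, the limma and camera tests, the filter and the alternatives were chosen before the data were examined. Some tests of explanations were chosen later, and are named as such where they are reported. The lists of histone genes, of other RNA without a poly(A) tail, of further basophil genes and of T cells that produce IL-17 were written later, and were left out of the adjustment.

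The genes named in the text were the methyltransferase genes, the genes of Figure 6C, the genes and regulators that the paper names for HSPCs, and the 5 genes with the largest fall and the 5 with the largest rise. The latter were taken among genes with an adjusted p under 0.05, or an unadjusted p under 0.05 where fewer than 5 passed in that direction, with a mean RPKM of at least 1 and both JMJD1B-/- libraries below or above both WT libraries. Other genes are said to have been named after their values were seen.

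The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean RPKM of at least 1, median-ratio scaling over 10267 genes, quantile normalization, limma without a trend, the gene-by-gene test, a replicate term, a required change of 1.5-fold, fry and camera with an estimated correlation for the lists, and leaving out each library in turn. The ChIP-seq samples were not used here, and the RNA-seq of PRMT5 knockout HSPCs was not analysed here, so the claims that rest on them have no values.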

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

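The limma, camera and fry tests and the alternatives were set before the data were examined. The genes below were picked out after their values were seen. The other tests in this part, and those on lists written later, were chosen after the values had been seen. All ran on the same libraries in which the patterns were found.

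Hist1h2aa stood out because it had the lowest adjusted p of all genes tested and the paper does not discuss it. Its log2 fold change was 4.81 (adjusted p = 0.000840 in limma), and both JMJD1B-/- libraries lay above both WT libraries, at 940 and 626 RPKM against 26.2 and 28.2 RPKM. It stayed between 4.68 and 4.82 under each alternative that kept all 4 libraries. Of 67 histone genes listed, 64 were higher in JMJD1B-/- HSPCs and 56 had both JMJD1B-/- libraries above both WT libraries, against 20.1% of all genes tested (chance gives 16.7% for this direction). The median log2 fold change of the histone genes was 0.44. Most histone transcripts lack a poly(A) tail, so a larger carry-over of such RNA was tested as a technical explanation. Other transcripts without a poly(A) tail had a median log2 fold change of −0.42, and 5 of the 6 were lower, although 2 of the 6 alone lay below both WT libraries in both JMJD1B-/- libraries. The size of that median rests on JMJD1B-/- replicate 1, without which it was −0.074, against −0.19 and −0.65 without WT replicates 1 and 2 and −0.55 without JMJD1B-/- replicate 2. It rose with none of the 4 libraries left out, while the median of the histone genes lay between 0.27 and 0.62, which argues against a general carry-over as the whole cause, as far as 6 genes can show it. Library scaling stays open for the histone genes as a set, because their median was 0.43 with median-ratio scaling and 0.068 with quantile normalization, which forces the libraries to the same distribution of values. It leaves Hist1h2aa at 4.68. Reads shared between near-identical histone genes also stay open. All 18 H2A genes were higher, but so were nearly all histone genes, so this count decides nothing. Hist1h2bq and Hist1h2br, 2 of the histone genes, have identical values. More cells in S phase may also raise histone transcripts. The proliferation list rose by a median of 0.27 (adjusted p = 8.0e-06 in camera), but no list passed the threshold under fry or with an estimated correlation. An effect of JMJD1B loss on Hist1h2aa itself was not tested.

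Prss34, Lilrb4 and Prtn3 stood out because they are the genes other than Kdm3b that were lower at an adjusted p under 0.05, and the paper does not discuss them. Their log2 fold changes were −3.35 for Prss34 (adjusted p = 0.00637 in limma), −3.95 for Lilrb4 (adjusted p = 0.0412) and −2.11 for Prtn3 (adjusted p = 0.04998). In each, both JMJD1B-/- libraries lay below both WT libraries. Prss34 had 246 and 258 RPKM in the WT libraries and 30.6 and 19.9 RPKM in the JMJD1B-/- libraries. Lilrb4 is next to Gp49a on its chromosome, and reads shared by these paralogs could link their values, which was not tested. Prss34 belongs to the basophil-eosinophil-mast list, and Prtn3 to the granulocyte list with Mpo (−2.65), Elane (−2.29), Ctsg (−2.13) and Ms4a3 (−2.49), which were also lower. Without JMJD1B-/- replicate 1, the library of lowest depth, the median log2 fold change of the granulocyte list was −1.64, against −1.07 with all libraries and −0.59 without JMJD1B-/- replicate 2. With quantile normalization it was −0.87. Because the genes of this list went both ways, its median decides nothing, and the scaling of the libraries stays open for the granulocyte genes. Each of the 8 lower genes fell further without JMJD1B-/- replicate 1, with log2 fold changes from −3.34 for Elane to −1.199 for Csf3r. These values argue against the depth of that library as the whole cause of their fall. They say nothing about the 5 higher genes. Fewer granulocyte-lineage cells in the JMJD1B-/- samples may contribute and cannot be told apart from lower expression per cell. Of the 13 granulocyte genes tested, 5 were higher and 8 were lower, 7 were below both WT libraries in both JMJD1B-/- libraries and 2, S100a8 and S100a9, were above both, and 2 genes are too few to decide. For fewer basophil-lineage cells, 17 further basophil genes were tested. Of these, 12 (70.6%) were below both WT libraries in both JMJD1B-/- libraries, against 22.7% of the other genes (Fisher's exact test, two-sided p = 3.6e-05). That test counts the genes as independent, although they share the same libraries. Its p therefore does not measure the spread between animals. Of the 17, 15 were lower, with a median log2 fold change of −1.63. This median was −0.85 without JMJD1B-/- replicate 2 and −1.57 without WT replicate 2, the library with Xist. For these genes the depth of JMJD1B-/- replicate 1 and library scaling are argued against as the whole cause, because the median was −1.77 without that library, −1.64 with median-ratio scaling and −1.45 with quantile normalization. Mcpt8, among the most abundant basophil genes, had 111 and 172 RPKM in the WT libraries and 41.01 and 12.4 RPKM in the JMJD1B-/- libraries. The values are consistent with fewer basophil-lineage cells, as a hypothesis. The sorting of the HSPCs and the age of the mice were not tested as sources of such a difference.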

How the results depend on the processing

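None of the tests and alternatives in this part was chosen after the results were seen, apart from the correlation that checked the replicate numbers. At an unadjusted p under 0.05, the number of lower genes lay between 512 and 914 and the number of higher genes between 340 and 671 over the alternatives, against 751 and 452 in the main setting. The main count of lower genes and that of higher genes stayed within 1.5 times under each alternative. The share of called genes that were lower stayed between 57.6% and 68.9%, except with quantile normalization, where it was 51.6% against 62.4%. That method gives each library the same distribution of values. The median log2 fold change of all genes lay between −0.03 and 0.02 under every alternative.

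The counts after adjustment moved more. Against 4 lower genes and 1 higher gene, there were 15 lower and 3 higher with a pseudocount of 1, 2 lower with a pseudocount of 0.01, 2 lower with a mean RPKM of at least 1, 0 lower with median-ratio scaling and 0 lower with quantile normalization. With limma without a trend there were 0 lower and 0 higher, and with the gene-by-gene test 0 lower and 0 higher (at an unadjusted p under 0.05, 768 and 346 in the former and 512 and 348 in the latter). The cause was not tested. Hist1h2aa kept an adjusted p under 0.05 under every alternative except these last 2, where it was 0.0989 and 0.608. Of the 5 genes called, 3 were shared with a pseudocount of 0.01 or a mean RPKM of at least 1, and 1 with either scaling.

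The replicate numbers were not taken to pair the libraries, although eosinophil genes, described below, were higher in replicate 1 of both genotypes. The difference between WT replicates 1 and 2 correlated with that between JMJD1B-/- replicates 1 and 2 at −0.0543 across genes, and neither the paper nor the labels link libraries of the same number. A fit with the replicate number as a block gave 914 lower and 571 higher genes at an unadjusted p under 0.05, and 173 lower and 83 higher genes after adjustment. In that fit the median log2 fold changes of the dissociation list (−0.31) and of the X and Y genes (2.47) were past the threshold in camera, and no list lost its call.

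For the gene lists, 9 of 21 had an adjusted p under 0.05 in camera. Under fry and with an estimated correlation between genes, 0 of 21 did (lowest adjusted p 0.300 and 0.571), so the calls depend on the preset correlation. The lists that lost their calls under both were basophil-eosinophil-mast (median log2 fold change −0.77), erythroid (1.17), granulocyte (−1.07), megakaryocyte (−0.79), monocyte-macrophage (−1.09), named in the text (−0.59), proliferation (0.27), stem cell (−0.77) and stroma-endothelium (−1.295). The granulocyte list also lost its call without a filter on low values (−0.84), with median-ratio scaling (−1.08) and with limma without a trend (−1.07), and the list named in the text with median-ratio scaling (−0.60) and with limma without a trend (−0.59). The dissociation list passed the threshold with a mean RPKM of at least 1 (−0.31) and with quantile normalization (−0.34), and the T and NK cell list with a pseudocount of 1 (0.47) and with quantile normalization (1.24). Quantile normalization changed the sign of the cell death list (0.076), of Gata3 (0.074) and of Prmt6 (0.058). The cause was not tested. The unadjusted calls of the methyltransferase genes went from 1 to 0 with a pseudocount of 0.01, with limma without a trend and with the gene-by-gene test.

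With each library left out in turn, no test was made, and the median log2 fold change lay between −1.86 and 0.86 for B cells, −1.68 and −0.53 for the basophil-eosinophil-mast list, −0.23 and 0.17 for cell death, −0.44 and 0.072 for cell-cycle arrest, −0.55 and 0.061 for dissociation, 0.88 and 1.38 for the erythroid list, −0.85 and −0.37 for Figure 6C, −1.64 and −0.59 for the granulocyte list, −0.15 and 0.076 for H3K9 demethylases, −0.52 and −0.15 for interferon, −1.01 and −0.68 for the megakaryocyte list, −0.24 and 0.22 for methyltransferases, −1.66 and −0.51 for the monocyte-macrophage list, −0.81 and −0.38 for the genes named in the text, −0.54 and −0.11 for the named regulators, −0.32 and −0.16 for p53 targets, 0.14 and 0.38 for proliferation, −0.93 and −0.49 for the stem cell list, −2.25 and −0.47 for the stroma-endothelium list, −0.45 and 1.99 for the T and NK cell list, and −0.034 and 4.97 for the X and Y genes. The stroma-endothelium value rests mainly on WT replicate 2, without which it was −0.47. The basophil-eosinophil-mast list was −1.65 without WT replicate 2 and −1.68 without JMJD1B-/- replicate 1. The B cell list was −1.19 without WT replicate 1, −1.86 without JMJD1B-/- replicate 1 and 0.86 without JMJD1B-/- replicate 2. Without JMJD1B-/- replicate 1 the T and NK cell list was −0.45, cell-cycle arrest −0.44 and the monocyte-macrophage list −1.66, and without JMJD1B-/- replicate 2 they were 1.99, 0.072 and −0.51. The X and Y genes were −0.034 without WT replicate 2. The number of Figure 6C genes with the sign of their bar went from 15 to 14 without JMJD1B-/- replicate 1, through Adam8, and stayed at 15 under the other alternatives run on it.

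The classes of expression stayed within 1.5 times under the alternatives run on them. The log2 RPKM in WT HSPCs lay between 4.55 and 4.66 for Prmt5 and between 4.73 and 4.87 for Ehmt2. For 49 named genes, 441 values with a test were computed under the alternatives. Of these, 406 kept their direction and side of the threshold, 22 lost a call in 5 genes, 11 gained one in 9 genes (9 of them with the replicate block) and 2 changed sign. With 1 library left out, Adam8 went from 0.95 to −0.0045 without JMJD1B-/- replicate 1 and Notch1 from −1.28 to −0.37 without JMJD1B-/- replicate 2.

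The depth limits the genes with few reads. JMJD1B-/- replicate 1 has 0.349 times the depth of WT replicate 1, and 3 reads on 1 kb equal 0.491 RPKM there. In simulated libraries of these depths, 56.2% of the unchanged genes that limma called at an unadjusted p under 0.05 were lower, and 50% of those that the gene-by-gene test called. In the real libraries these shares were 62.4% and 59.5%, so part of the excess of lower genes in limma can come from depth.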

Differences from the paper's values

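No test in this part was chosen after the values were seen. The paper's bar for Col2a1 in Fig. 6C is at about −4.2, read by eye, and the log2 fold change here was −2.09 on the log2(RPKM + 0.1) scale. Col2a1 was listed at 0 in JMJD1B-/- replicate 1 and had 0.0056 RPKM in JMJD1B-/- replicate 2, so the pseudocount sets the value, which can be compared with the bar only as a bound. Of the alternatives set before the data were examined, a pseudocount of 0.01 gave −4.49, a pseudocount of 1 gave −0.57 and no filter on low values gave −2.09. The first lies nearest to the bar, which says nothing about the size of the change. The value also rests on WT replicate 2, without which it was −0.65, against −3.54 without WT replicate 1. Col2a1 had a mean RPKM under the filter, so the other alternatives gave no value.

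The paper's text gives 937 genes with decreased and 444 genes with increased expression, which are the paper's values. The counts here were 751 and 452 at an unadjusted p under 0.05, within 1.5 times of the paper's. The paper also gives 1385 genes with altered expression, which is not the sum of its 937 and 444. The total here was 1203 in the main setting and 1385 with quantile normalization, which reaches the paper's total while its 714 lower and 671 higher genes do not reach the paper's split. The fit with the replicate block gave 914 lower genes, the alternative nearest to the paper's 937. The gene-by-gene test gave 512 lower genes and 860 in all, both more than 1.5 times under the paper's values, and quantile normalization gave more than 1.5 times the paper's number of higher genes.

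The paper plots the genes of Fig. 6C as changed. Of the 15 tested here, 12 had an unadjusted p under 0.05, and Adam8, Notch1 and Scd1 did not. Notch1 was called with a pseudocount of 1 and with no filter on low values (13 genes called in each), and Adam8 and Notch1 were called with the replicate block (11 genes called). The gene-by-gene test, with equal variances, called 6 of the 15. Quantile normalization and limma without a trend called 11 each, and a pseudocount of 0.01, a mean RPKM of at least 1 and median-ratio scaling called 12 each. Scd1 was called under none of the alternatives.

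The paper states that the knockout left methyltransferase expression unchanged. Prmt5 was higher with a log2 fold change of 0.47 and an unadjusted p under 0.05, although its adjusted p was 0.491 in limma. The call of Prmt5 is lost with a pseudocount of 0.01, with limma without a trend and with the gene-by-gene test.

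The paper refers to lower expression of genes of cell-cycle arrest and cell death in JMJD1B-/- HSPCs. The list of cell-cycle arrest genes used here had a median log2 fold change of −0.18 (adjusted p = 0.322 in camera, 11 of 17 genes lower), which was −0.44 without JMJD1B-/- replicate 1 and 0.072 without JMJD1B-/- replicate 2, and the list of cell death genes had −0.02 (adjusted p = 0.996, 10 of 18 genes lower), which was 0.17 without JMJD1B-/- replicate 1, −0.23 without JMJD1B-/- replicate 2, and −0.15 and −0.12 without WT replicates 1 and 2. These lists are not the paper's.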

Other observations

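The tests on the depth of JMJD1B-/- replicate 1, on sex by leaving out a library, on megakaryocyte genes, on erythroid cells, on T cells that produce IL-17 and on the eosinophil genes were chosen only after the result was seen, and how the tests on sex, on the composition of the samples and on granulocyte-lineage cells were read was settled after their values were seen.

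More genes were lower than higher in JMJD1B-/- HSPCs at an unadjusted p under 0.05 (62.4% of 1203 genes). Low expression is argued against as the whole cause, because 60.5% of the 1094 called genes with a mean RPKM of at least 2 were lower, against 81.7% of the 109 called genes under 2. The depth of JMJD1B-/- replicate 1 stays open as part of the cause in limma, because 56.2% of the unchanged genes that limma called in libraries simulated at these depths were lower. The gene-by-gene test gave 50% lower in the simulated libraries and 59.5% lower in the real ones. Depth is therefore argued against as the whole cause, as far as the simulation with 1 transcript length and 1 dispersion holds. The same holds for another excess, that among genes with at least a 2-fold change, of which 77.7% were lower without that library and 76.5% with it. The genes called at an unadjusted p under 0.05 are a different set, and no test was made on them without that library. Sex of the animals stays open for the called genes, because it splits the WT libraries. WT replicate 2 is the one library with Xist (332 RPKM) and nearly without the transcripts of Y genes, and 0 of the 5 X and Y genes tested had an unadjusted p under 0.05, which decides nothing, because such genes differ too much between the WT libraries to pass. It is argued against as the whole cause of the excess among genes with at least a 2-fold change, of which 73.7% were lower without WT replicate 2. Library scaling stays open, because the share was 57.6% with median-ratio scaling and 51.6% with quantile normalization, which forces equal distributions. Non-hematopoietic cells in the WT libraries also stay open. Of 18 stroma-endothelium genes, 7 were below both WT libraries in both JMJD1B-/- libraries, but the abundant Col1a1 had 15.7 RPKM in WT replicate 2 and 0.997 RPKM in WT replicate 1, against 2.13 and 0.998 RPKM in the JMJD1B-/- libraries. The median of the list was −1.295, and −0.47 without WT replicate 2. Of the 3 splits of the 4 libraries into 2 and 2, the real split alone, 1 of 3, gave as many genes at an unadjusted p under 0.05. The others gave 256 and 270 genes, and 3 splits are too few for a share under 0.05. An effect of the genotype stays open beside these.

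The paper reports fewer megakaryocyte-erythrocyte progenitors and more granulocyte-monocyte progenitors in JMJD1B-/- bone marrow. If the composition of the HSPC samples followed these changes, erythroid genes would be lower and granulocyte genes higher. The median log2 fold change of the erythroid list was 1.17 and that of the granulocyte list was −1.07 (−1.64 without JMJD1B-/- replicate 1 and −0.59 without JMJD1B-/- replicate 2). The erythroid list moved opposite to the direction that fewer megakaryocyte-erythrocyte progenitors would give. The megakaryocyte list moved in that direction, with a median of −0.79, 16 of 16 genes lower, 11 of them below both WT libraries in both JMJD1B-/- libraries, and −1.01 to −0.68 with each library left out. The composition of the samples may therefore contribute to the fall of megakaryocyte genes, as a hypothesis, while fewer such progenitors do not account for the erythroid genes. The paper also reports more hematopoietic stem cells in JMJD1B-/- bone marrow, which would raise stem cell genes in the same way. The stem cell list moved in the opposite direction, with a median of −0.77 and 14 of 19 genes lower. Of its genes, 10 lay below and 1 above both WT libraries in both JMJD1B-/- libraries. Its median was −0.93 to −0.49 with each library left out. The granulocyte genes went both ways and decide nothing. Of 13, 8 were lower and 5 were higher, Retnlg (3.43), S100a9 (2.17), Ngp (1.38), S100a8 (0.70) and Cebpe (0.70), named here after their values were seen, and S100a8 and S100a9 lay above both WT libraries in both JMJD1B-/- libraries.

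All 28 erythroid genes were higher in JMJD1B-/- HSPCs (adjusted p = 3.4e-23 in camera at its preset correlation, and over 0.05 under fry and with an estimated correlation). Klf1 had 23.02 and 31.0 RPKM in the WT libraries and 52.0 and 74.6 RPKM in the JMJD1B-/- libraries, and Hba-a1 had 42.6 and 53.2 against 141 and 371 RPKM. Library scaling does not produce the rise, which was 1.02 with quantile normalization, nor does the depth of JMJD1B-/- replicate 1, without which it was 1.14. Without WT replicate 2, the one library with Xist, it was 1.38. Mature red blood cells left in the samples would raise hemoglobin genes and Alas2, whose median was 2.11, but not genes of early erythroid cells. The median of 6 early genes was 0.64, and 5 of the 6 lay above both WT libraries in both JMJD1B-/- libraries, so mature cells alone do not account for it. The share of the list above both WT libraries in both JMJD1B-/- libraries was 82.1%, against 20.0% of the other genes (Fisher's exact test, two-sided p = 3.0e-12). This share is that of the list in which the rise was seen and adds no separate evidence. Hba-a2, at 140 and 368 RPKM in the JMJD1B-/- libraries, has nearly the values of Hba-a1. Hbb-b1 and Hbb-b2 are likewise close, and these genes could share reads. The 28 genes are therefore not all separate measurements, in the count, in the share or in camera. More erythroid-lineage cells in the JMJD1B-/- samples may contribute, as a hypothesis, and cannot be told apart from higher expression per cell. The sorting of the HSPCs and age were not tested.

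Cd163l1, Blk and 5830411N06Rik were among the genes with the largest rises. T cells that produce IL-17 may be a source of these transcripts. Of 18 other genes of such cells, 7 (38.9%) lay above both WT libraries in both JMJD1B-/- libraries, against 20.1% of the other genes (Fisher's exact test, two-sided p = 0.0702). The median log2 fold change of the 18 genes was 0.83, −0.18 without JMJD1B-/- replicate 1 and 1.98 without JMJD1B-/- replicate 2. Among the 18 genes, 3 lay below both WT libraries in both JMJD1B-/- libraries. Il23r and Ccr6, which also belong to such cells, were not among the 18 and are named here after their values were seen. Both lay above both WT libraries in both JMJD1B-/- libraries. Their log2 fold changes were 3.31 and 3.64, and 2.29 and 2.77 without JMJD1B-/- replicate 1. The explanation cannot be told apart from chance with these libraries, because the rise of the 18 genes rests on 1 library.

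Eosinophil genes were higher in replicate 1 of both genotypes. For Prg2, Epx, Prg3, Ear1, Ear2 and Siglec5, replicate 1 had 2.34 to 5.44 times the RPKM of replicate 2 in WT and 3.14 to 10.4 times in JMJD1B-/- HSPCs. Prg2 had 5377 and 988 RPKM in the WT libraries and 4328 and 1077 RPKM in the JMJD1B-/- libraries. A shared handling of the libraries with the same number could give this, but the deviations of the replicates did not correlate across all genes (−0.0543), and no biological explanation was tested.

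The sample labels name a gene trap and the paper names embryonic stem cells of the 129P2 background, so 129P2 passenger sequence around the gene trap was tested as a source of changed genes near Kdm3b. Of 33 genes tested within 50 places of Kdm3b on each side, 3 (9.09%) had an unadjusted p under 0.05, against 10.1% of the rest (Fisher's exact test, two-sided p = 1). The 3 were lower, their lowest adjusted p in limma was 0.320, and the number of genes is too small to exclude a smaller effect.

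The other lists gave the following median log2 fold changes. The megakaryocyte list fell with a median of −0.79 (adjusted p = 2.9e-09 in camera), with 16 of 16 genes lower and 11 below both WT libraries in both JMJD1B-/- libraries. The basophil-eosinophil-mast list had −0.77 (adjusted p = 2.5e-06, 11 of 13 lower), the monocyte-macrophage list −1.09 (0.000356, 11 of 13 lower), the stem cell list −0.77 (0.00273, 14 of 19 lower), the stroma-endothelium list −1.295 (0.00222, 16 of 18 lower), the proliferation list 0.27 (8.0e-06, 24 of 26 higher), the granulocyte list −1.07 (0.0188, 8 of 13 lower) and the genes named in the text −0.59 (0.0349, 5 of 7 lower), with adjusted p from camera in the same form. The last of these is no evidence for a fall, because the list holds Kdm3b itself (−2.65), and Cdkn1a, Notch1 and Sox4, which the paper names from these libraries. None of these held under fry or an estimated correlation. Values that moved by over 1.5 times or changed sign with 1 library left out were as follows. Without WT replicate 1 they were 0.14 for proliferation, −2.25 for stroma-endothelium, −0.38 for the genes named in the text, −0.55 for dissociation, 4.97 for the X and Y genes, −1.19 for B cells and −0.044 for H3K9 demethylases. Without WT replicate 2 they were −1.65 for basophil-eosinophil-mast, −0.47 for stroma-endothelium, −0.061 for dissociation, −0.034 for the X and Y genes, −0.21 for interferon and −0.11 for named regulators. Without JMJD1B-/- replicate 1 they were −1.68 for basophil-eosinophil-mast, −1.66 for monocyte-macrophage, −1.64 for granulocyte, −0.49 for stem cell, −0.49 for dissociation, −0.45 for T and NK cells, −0.52 for interferon, −0.54 for named regulators, −1.86 for B cells, −0.16 for p53 targets, 0.076 for H3K9 demethylases and −0.49 for Figure 6C. Without JMJD1B-/- replicate 2 they were −0.51 for monocyte-macrophage, −0.59 for granulocyte, 0.16 for proliferation, −0.79 for stroma-endothelium, 0.061 for dissociation, 1.99 for T and NK cells, −0.15 for interferon, −0.15 for named regulators, 0.86 for B cells, −0.24 for methyltransferases, −0.15 for H3K9 demethylases and −0.37 for Figure 6C. Lists that did not pass the threshold were dissociation (−0.31, 0.0588), T and NK cell (0.75, 0.0651), X and Y genes (2.47, 0.0772), interferon (−0.34, 0.102), named regulators (−0.29, 0.104), B cell (−0.46, 0.133), methyltransferases (0.17, 0.345), p53 targets (−0.25, 0.594), H3K9 demethylases (−0.10, 0.798) and Figure 6C (−0.92, 0.857, with 8 of 15 genes lower). Some genes are in more than 1 list, such as Gata2 in the stem cell and basophil-eosinophil-mast lists.

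Among the regulators the paper names, log2 fold changes were −0.56 for Stat3, −0.52 for Erg, −0.30 for Fos, −0.28 for Gata3, −0.06 for Smad3, 0.03 for Foxo1, 0.12 for Ctnnb1 and 0.24 for Pml, and those of Sox4 and Trp53 were −0.59 and 0.11. None of these had an adjusted p under 0.05 in limma (lowest 0.425), and Stat3 and Sox4 had an unadjusted p under 0.05. With each library left out in turn, Fos lay between −0.65 and 0.057 and Gata3 between −1.00 and 0.45. Ctnnb1 lay between −0.17 and 0.41, Foxo1 between −0.17 and 0.23 and Trp53 between −0.46 and 0.69. The direction of these last genes therefore depends on single libraries, while Stat3, Erg, Smad3, Pml and Sox4 kept their sign. Sox2, Cdkn2a and Wt1 were not analysed here.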
